# Comprehensive Testing of Chemotherapy and Immune Checkpoint Blockade in Preclinical Cancer Models Identifies Additive Combinations

**DOI:** 10.3389/fimmu.2022.872295

**Published:** 2022-05-11

**Authors:** Nicola Principe, Wayne J. Aston, Danika E. Hope, Caitlin M. Tilsed, Scott A. Fisher, Louis Boon, Ian M. Dick, Wee Loong Chin, Alison M. McDonnell, Anna K. Nowak, Richard A. Lake, Jonathan Chee, Willem Joost Lesterhuis

**Keywords:** chemo-immunotherapy combinations, immune checkpoint blockade (ICB) therapy, T cells, proinflammatory cytokine, TNFa = tumor necrosis factor–a, IL-1b, fluorouracil (5-FU), cisplatin

## Abstract

Antibodies that target immune checkpoints such as cytotoxic T lymphocyte antigen 4 (CTLA‐4) and the programmed cell death protein 1/ligand 1 (PD-1/PD-L1) are now a treatment option for multiple cancer types. However, as a monotherapy, objective responses only occur in a minority of patients. Chemotherapy is widely used in combination with immune checkpoint blockade (ICB). Although a variety of isolated immunostimulatory effects have been reported for several classes of chemotherapeutics, it is unclear which chemotherapeutics provide the most benefit when combined with ICB. We investigated 10 chemotherapies from the main canonical classes dosed at the clinically relevant maximum tolerated dose in combination with anti‐CTLA-4/anti-PD-L1 ICB. We screened these chemo-immunotherapy combinations in two murine mesothelioma models from two different genetic backgrounds, and identified chemotherapies that produced additive, neutral or antagonistic effects when combined with ICB. Using flow cytometry and bulk RNAseq, we characterized the tumor immune milieu in additive chemo-immunotherapy combinations. 5-fluorouracil (5-FU) or cisplatin were additive when combined with ICB while vinorelbine and etoposide provided no additional benefit when combined with ICB. The combination of 5-FU with ICB augmented an inflammatory tumor microenvironment with markedly increased CD8^+^ T cell activation and upregulation of IFNγ, TNFα and IL-1β signaling. The effective anti‐tumor immune response of 5-FU chemo-immunotherapy was dependent on CD8^+^ T cells but was unaffected when TNFα or IL-1β cytokine signaling pathways were blocked. Our study identified additive and non-additive chemotherapy/ICB combinations and suggests a possible role for increased inflammation in the tumor microenvironment as a basis for effective combination therapy.

## Introduction

Drugs that block immune checkpoint receptors such as CTLA-4, PD-1 or PD-L1 have revolutionised cancer treatment, with durable anti-tumor responses observed in a subset of cancer patients (1, 2). However, the majority of patients treated with immune checkpoint blockade (ICB) demonstrate little or no benefit. Conventional chemotherapy remains standard treatment for many cancers. In addition to cytotoxic effects on cancer cells, many chemotherapeutics are immunostimulatory, capable of; inducing immunogenic cell death (3), increasing antigen cross-presentation (4), increasing immune cell infiltration (5), depleting immunosuppressive cells (6, 7), and altering expression of immune checkpoint ligands (8, 9). As these characteristics have been linked to ICB efficacy, some chemotherapeutics could potentially enhance anti-tumor immune responses when combined with ICB and therefore combination therapy warrants further investigation. Combination ICB and chemotherapy has shown efficacy in several cancer types. In fact, of the many different drug classes that have been combined with ICB, classical cancer chemotherapy remains one of the most successful (10). Particularly in thoracic cancers, chemotherapy/ICB combinations have shown efficacy, with FDA approval in non-small cell lung cancer (11) and small cell lung cancer (12), and with promising results in malignant pleural mesothelioma (13).

Although the effects of individual chemotherapeutics on discrete components of the immune system have been extensively described, a systematic analysis of how different chemotherapies combine with ICB *in vivo* is lacking, and the molecular mechanisms underlying additive chemo-immunotherapy combinations remains unknown. In this study, we systematically interrogated the therapeutic interaction between ICB and different canonical classes of cancer chemotherapeutics, given at maximum tolerated dose (MTD), in two preclinical cancer models, and mapped the molecular and cellular profiles of additive combinations, with the aim of prioritizing combinations to take forward into clinical trials.

## Materials and Methods

### Mice

Female BALB/c and C57BL/6 mice (RRID: IMSR_ARC:BC, RRID: IMSR_ARC:B6) were bred and maintained at the Animal Resource Centre (Murdoch, WA, Australia) or Harry Perkins Institute of Medical Research (Murdoch, WA, Australia). All mice used were between 8-10 weeks of age and were maintained under standard specific pathogen free housing conditions at the Harry Perkins Bioresources North Facility (Nedlands, WA, Australia). All experiments were conducted in accordance with the code of conduct of the National Health and Medical Research Council (NHMRC) of Australia, and under the approval of the Harry Perkins Institute of Medical Research Animal Ethics Committee (protocols AE029, AE100, AE179).

### Cell Lines

Murine mesothelioma cell lines AB1 (CBA, Cat# CBA-0144, RRID: CVCL_4403), AB1-HA (CBA, Cat# CBA-1374, RRID: CVCL_G361) and AE17 (CBA, Cat#CBA-0156, RRID: CVCL_4408) were derived as previously described (14, 15). Cell lines were maintained in RPMI 1640 (ThermoFisher Scientific, Scoresby VIC, Australia) supplemented with 20 mM HEPES, 0.05 mM 2-mercaptoethanol, 100 units/mL penicillin (CSL, Melbourne VIC, Australia), 50 μg/mL gentamicin (David Bull Labs, Kewdale VIC, Australia), 10% Newborn Calf Serum (NCS; ThermoFisher Scientific, Scoresby VIC, Australia) and 50 mg/mL of geneticin for AB1-HA only (G418; Life Technologies). Cells were cultured for a minimum of 4 passages after thawing before inoculation into mice. Cell lines were validated yearly by flow cytometry for MHC-I molecules H2‐K^b^ (consistent with C57BL/6) and H2‐K^d^ (consistent with BALB/c), and for fibroblast markers E-cadherin, epithelial cell adhesion molecule, and platelet-derived growth factor receptor α (negative). All cell lines were tested for Mycoplasma spp., every 3 months by PCR and found to be negative.

### Tumor Cell Inoculation

Cells were harvested when they reached 80% confluence. The right-hand flanks of mice were inoculated subcutaneously with 5 x 10^5^ tumor cells suspended in 100 µL of PBS. Mice were randomized prior to treatment, when tumors were palpable. Tumor dimensions (length and width) were measured with digital calipers by an investigator blinded for treatment allocation and tumor growth was represented as area (mm^2^).

### Chemotherapy, ICB and Antibody Treatments

Chemotherapy and ICB were administered on the same day, initiating treatment when tumors were approximately 20-25 mm^2^ in size. Chemotherapies were provided by Sir Charles Gardiner Pharmacy (Nedlands, WA, Australia) and was administered at the predetermined MTD as previously reported (16), except 5-FU which was administered at 75 mg/kg because MTD 5-FU with ICB caused severe toxicity (**Table S1**). Anti-CTLA-4 (clone 9H10, JJP Biologics) was dosed once at 100 μg/mouse and anti‐PD‐L1 (clone MIH5, JJP Biologics) was dosed 3 times with 2-day intervals at 100 μg/mouse (17). For depletion experiments, anti-CD4 (clone GK1.5, BioXcell), anti-CD8 (clone YTS 169, BioXcell) or anti-IL1β (clone B122, BioXcell) antibodies were administered 3 times with 3-day intervals at 100 μg/mouse with the first dose commencing 3 days before chemo‐immunotherapy. Anti-TNFα (clone XT3.11, BioXcell) was administered using the above schedule but at 2 mg/mouse. All treatments were diluted in sterile 0.9 % sodium chloride and administered intraperitoneally (i.p.) or intravenously (i.v.) as described in **Table S1**.

### Preparation of Single Cell Suspensions

Spleen and draining lymph nodes (DLNs) were digested with 1 mg/mL type IV collagenase (Worthington Biochemical) and 1 μg/mL DNase (Sigma Aldrich) in RPMI-1640 supplemented with 2% NCS and 20 mM HEPES for 25 minutes at room temperature. Red blood cells were lysed with Pharm Lyse (BD Biosciences). All cell suspensions were resuspended in EDTA‐BSS-NCS. Absolute numbers of leucocytes in DLNs were obtained using the Z2 Coulter Counter Analyzer (Beckman Coulter).

Tumors were processed using the Miltenyi Biotec mouse tumor dissociation kit, as per manufacturer’s protocol. Briefly, tumors were cut into 2-4 mm pieces and added to GentleMACs C tubes with 2.35 mL RPMI media supplemented with 10% NCS. Prioprietary enzyme mix was added, and samples mechanically digested using the GentleMACS Octo Dissociator 37C_M_TDK_2 protocol.

### Flow Cytometry

Three flow cytometry panels outlined in **Table S2** were used to characterize lymphoid and myeloid cell subsets. CD16/32 Fc block (eBioscience) and Zombie UV™ (Biolegend) viability dye were diluted in PBS and added to samples prior to surface antigen staining. All antibodies for surface staining were diluted in PBS + 2% NCS. Cells were permeabilized using the Foxp3/Transcription Factor Staining Buffer Set (eBioscience). Cells were washed with Permeabilization Buffer (eBioscience) and subjected to intracellular staining. Single stain and fluorescence minus-one (FMO) controls were also performed. To measure granzyme B (GzmB) and IFNγ, samples were incubated in Brefeldin A (Biolegend) for 4 hours at 37°C before antibody staining. Data was acquired using a BD LSRFortessa™ SORP with 50,000 live events collected per sample where possible. All flow cytometry analyses were completed using FlowJo™ Software version 10 (BD Biosciences). Summary of antibody concentrations and gating strategies are outlined (**Table S2**; **Figure S1**).

### Flow Cytometry Data Analysis

FCS files were subjected to automatic quality control of signal acquisition and dynamic range by the flowAI (v1.8) package using default parameters. Bad events (defined by negative outliers) were excluded, and manual gating was performed as outlined in **Figure S1**. For clustering analysis on the lymphoid cells, each sample was downsampled to 5,000 CD45^+^ cells using the DownSample (v3.1.0) package. All samples from all groups were then concatenated. The UMAP (v2.2) and Phenograph (v1.3) packages using default parameters (k = 30) were performed in FlowJo using the concatenated FCS file. Clusters were manually grouped into the final subsets described in **Figure 3**. Clusters were combined based on similar location on the UMAP plot and similar expression of key markers. Clusters that were CD45^+^ but had no expression of other phenotypic markers in the panel were colored grey and excluded from the analysis.

### Tumor Preparation for Bulk RNAseq

Whole tumors were harvested and stored in RNAlater (Life Technologies) at -80°C. RNA was extracted from frozen tumors using the RNeasy Plus Mini Kit and Tissue Ruptor (QIAGEN). RNA quality was confirmed on the Bioanalyzer (Agilent Technologies). Library preparation and sequencing (100-base pair single-end on an Illumina HiSeq platform) were performed by the Australian Genome Research Facility (Melbourne, VIC, Australia).

### Bulk RNAseq Analysis

Raw FASTQ files were aligned to the GRCm38/mm10 reference genome using Kallisto (18). Transcripts with low counts were removed and two count matrices were compiled using Tximport (19). The DESeq2 package (20) was used to identify differentially expressed genes (DEGs) between the following comparisons: PBS vs ICB, 5-FU, cisplatin, 5-FU+ICB or cisplatin+ICB; ICB alone vs 5FU+ICB or cisplatin+ICB, 5-FU alone vs 5-FU+ICB and cisplatin alone vs cisplatin+ICB. P values were adjusted for multiple comparisons using the Benjamini-Hochberg (B-H) method. A p value < 0.05 and a Log2 fold change cut-off of 0.5 were used to select DEGs. A full list of DEGs between each comparison can be found in **Supplementary File 1**.

Pathway analysis on up-and down-regulated DEGs between each comparison were performed using Enrichr (21). Over-representation of pathways from KEGG Mouse 2019 and Reactome 2016 databases were mapped using DEGs as input. The enrichment of upregulated ligands from the LINCS L1000 connectivity map were also analyzed using DEGs in Enrichr. Upstream regulator analysis was performed with DEGs and associated log fold changes as input, using the Ingenuity Systems program (22). Default settings were used and activation *Z*‐scores were used to determine the activation state of each upstream regulator. Those with activation *Z*-scores of ≥ 2 were considered ‘activated’ while activation *Z*-scores of ≤ -2 were considered ‘inhibited’. Upstream regulators included cytokines, transcription regulators, complexes, enzymes and kinases. For these analyses, p values were adjusted for multiple comparisons using the Benjamini-Hochberg method and p < 0.05 was considered significant.

Count data was scaled up to library size using Tximport (19) resulting in scaled transcripts per million (TPM) normalized count matrices. Heatmaps with unsupervised hierarchical clustering of the top 200 variable DEGs, determined by standard deviation were performed using the pheatmap package in R (v3.6). Gene set enrichment analysis (GSEA) was completed on the normalized gene expression data using 50 MSigDB hallmark gene sets on the Broad Institute software (23). Gene sets enriched with a FDR > 0.25 were considered significant. A total of 1000 permutations were performed, and all other default parameters were used. CIBERSORTx was used to identify immune cell populations in normalised RNAseq data as previously described (17).

### Statistical Analysis

Data are presented as mean ± SD. For flow cytometry experiments, statistical analyses were performed using Mann-Whitney U tests with multiple comparisons to compare between monotherapies and combination chemo/immunotherapy-treated samples using GraphPad Prism v8. Survival data were analyzed using Log-rank (Mantel-Cox) test in GraphPad Prism v8. To compare combination treatments to monotherapy controls, hazard ratios (HR) were calculated using logrank analysis of survival curves to determine agonistic or antagonistic effects. To further define additive interactions, as described before (24), HR was calculated for each treatment group compared to PBS or best monotherapy treated controls. Additive effects were defined as HR(combination) < [HR(combination) - HR(mono 1) - HR(mono 2) + 1]. Results of these analyses are displayed in **Table S3**.

## Results

### 5-FU and Cisplatin Generate Robust Anti-Tumor Responses When Combined With ICB

The addition of ICB with chemotherapy regimens are increasingly being trialed in the clinic to improve patient outcomes (25). However, the impact of individual chemotherapies on ICB efficacy remains unclear. To assess anti-tumor responses of chemotherapy when combined with ICB *in vivo*, we screened 10 chemotherapeutics from different canonical classes in combination with anti‐CTLA‐4/anti‐PD-L1 antibodies in two murine mesothelioma models (**Figures 1A, B**). As there is a difference in the therapeutic response to the different chemotherapies (**Figures S2, 3**), we compared survival of the combination therapy with survival of the best monotherapy (either chemotherapy or ICB alone) and plotted each as a hazard ratio (HR). ICB alone induced complete tumor regression in 0-30% of AB1 tumor bearing animals but not in the AE17 model. When combined with ICB, all tested chemotherapies had varying effects on anti-tumor efficacy across the two models (**Figures 1C, D**, **S2, 3**, **Table S3**). Gemcitabine, irinotecan, doxorubicin and bleomycin provided no benefit when combined with ICB in either AB1 (HR = 1.14, 0.979, 0.845, 0.845, 0.692 respectively) or AE17 (HR = 0.929, 1.14, 1.07, 0.759 respectively). ICB provided no further benefit when added to cyclophosphamide in AB1 (HR = 0.895), but the combination significantly improved median survival in AE17 (HR = 0.244). The combination of vinorelbine or etoposide with ICB was antagonistic in AB1 (HR = 3.65, 4.08) but had no effect in AE17 (HR = 1.96, 0.391). The reverse was the case for pemetrexed (HR = 0.692 in AB1, 2.261 in AE17).

**Figure 1:**
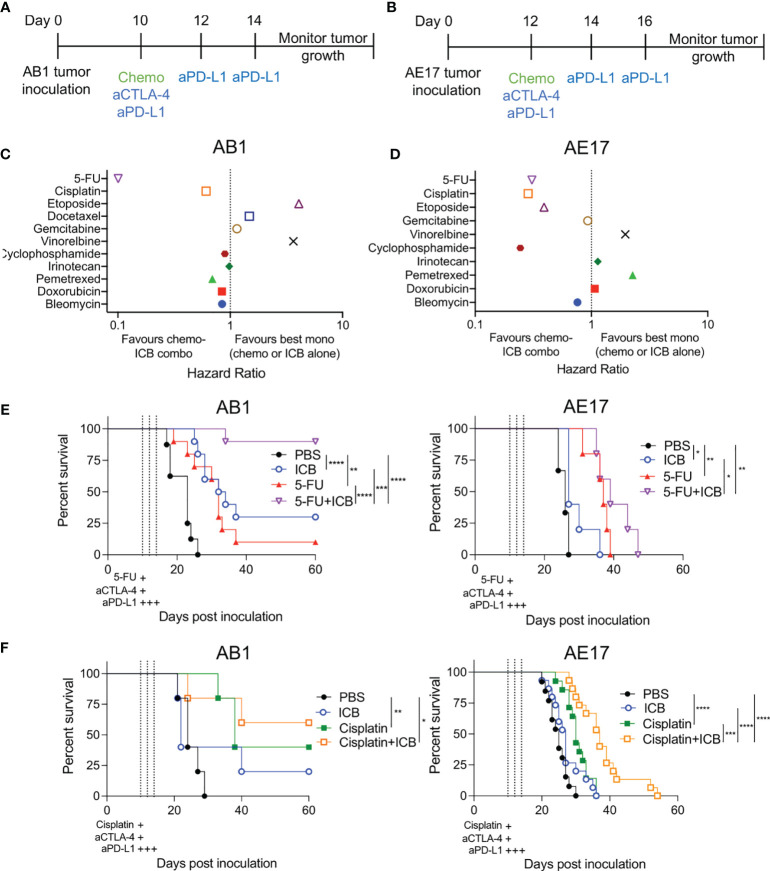
Different combinations of chemotherapy and immune checkpoint blockade (ICB) demonstrate additive and antagonistic responses. **(A, B)** Treatment schedule for mice inoculated with AB1 **(A)** or AE17 **(B)** mesothelioma cell lines. **(C, D)** Hazard ratio (HR) analysis of survival plots comparing combination chemotherapy and ICB (anti-CTLA‐4/anti‐PD-L1) to the best performing monotherapy in AB1 **(C)** and AE17 **(D)**. HR is defined as the risk of a negative (death) outcome occurring in one group at the next instance of time, compared to another group at the same time. A lower ratio i.e., less than 1 indicates a higher rate of survival in the chemo-immunotherapy combination compared to monotherapy. **(E)** Survival curves of 5-FU chemo-immunotherapy combinations in AB1 (left; n = 8-10 per group, two pooled experiments) and AE17 (right; n = 5 per group, one experiment). **(F)** Survival curves of cisplatin chemo-immunotherapy combinations in AB1 (left; n = 5 per group, one experiment) and AE17 (right; n = 13-15 per group, two pooled experiments). Mantel-Cox survival test; *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

The combination of 5-FU with ICB (5-FU+ICB) resulted in robust anti-tumor responses in the AB1 model (HR = 0.101), with significant increase in median survival compared to both 5-FU (p = 0.0001) and ICB (p = 0.005) monotherapy. Complete tumor regression occurred in >80% of 5-FU+ICB treated animals, compared to 0-20% or 20-30% complete responders in 5-FU or ICB monotherapy, respectively (**Figure 1E**). 5‐FU+ICB was also additive in AE17 (HR = 0.308), with an increase in median survival compared to the monotherapies (5-FU: p = 0.199, ICB: p = 0.0142). Cisplatin and ICB (cisplatin+ICB) were additive in both AB1 (HR = 0.610) and AE17 (HR = 0.286) (**Figure 1F**). In AE17, cisplatin+ICB significantly increased median survival compared to cisplatin (p = 0.0025) and ICB (p<0.0001) monotherapy. Taken together, these data demonstrate that different chemotherapies display additive, antagonistic or neutral interactions with ICB and that these interactions could be variable between models.

### Combination ICB With 5-FU or Cisplatin Induces Profound Expansion of Tumor Draining Lymph Nodes

To understand how 5-FU and cisplatin enhance the anti-tumor immune response when combined with ICB, we first analyzed tumor draining lymph nodes (DLNs) and spleens from treated, tumor-bearing mice (**Figure S4A**). We focused on the AB1 model because 5-FU and cisplatin produced the most robust responses in this model. DLNs from both cisplatin+ICB and 5-FU+ICB groups were larger in size relative to monotherapy groups (**Figures 2A, B**). The absolute number of leucocytes in DLNs of 5‐FU+ICB treated animals was significantly greater compared to DLNs from either 5-FU (p < 0.0001) or ICB (p < 0.0001) monotherapies. Cisplatin+ICB treated DLNs contained a significantly greater number of leucocytes compared to those treated with cisplatin alone (p = 0.015). The proportions of CD8^+^, CD4^+^Foxp3^-^ and CD4^+^Foxp3^+^ T cells in DLNs and spleens were similar between all treatment groups (**Figures S4B, C**). We observed increased proportions of activated, proliferating CD4^+^Foxp3^+^ICOS^+^Ki67^+^ T cells in DLNs (**Figure 2C**) and spleens (**Figure S4D**) of combination treated animals compared to 5-FU or cisplatin chemotherapy alone. We found minor depletion of neutrophils (CD11b^+^Ly6C^+^Ly6G^+^) and inflammatory monocytes (CD11b^+^Ly6C^hi^Ly6G^-^) in DLNs (**Figure 2D**) and spleens (**Figures S5A, B**) in 5-FU treated groups as reported previously (26). These data suggest that additive chemo-immunotherapy combinations induce a profound expansion of leucocytes in tumor DLNs.

**Figure 2:**
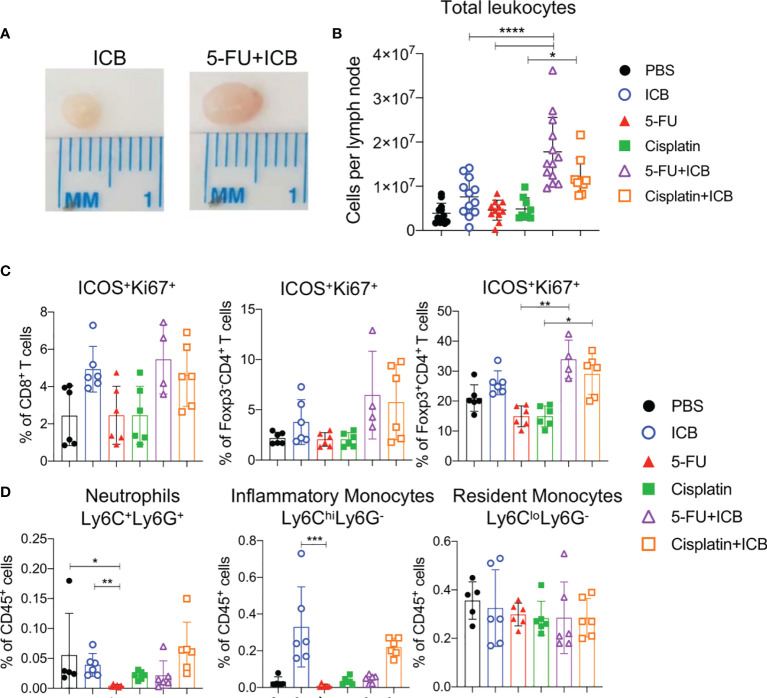
5-FU and cisplatin chemotherapy in combination with ICB causes expansion of T cells in tumor draining lymph nodes. **(A)** Representative images of tumor draining lymph nodes from AB1 tumor bearing mice after ICB (left) or 5-FU+ICB (right). **(B)** Absolute numbers of leukocytes, **(C)** proportions of activated (ICOS^+^Ki67^+^) CD8^+^, CD4^+^Foxp3^-^ (helper) and CD4^+^Foxp3^+^ (regulatory; T_regs_) T cells, and **(D)** proportions of neutrophils (CD11b^+^Ly6C^+^Ly6G^+^), inflammatory monocytes (CD11b^+^Ly6C^hi^Ly6G^-^), resident monocytes (CD11b^+^Ly6C^lo^Ly6G^-^) in DLNs of different treatment groups. Data represented as mean ± SD, summary of three independent experiments. Mann-Whitney U test corrected for multiple comparisons; *P < 0.05, **P ≤ 0.01, ***P ≤ 0.001, ****P ≤ 0.0001.

### Additive Chemo-Immunotherapy Combinations Increase the Frequency of Intratumoral T Cells

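The bulk RNAseq data came from 28 subcutaneous AB1-HA tumors in BALB/c mice, AB1-HA being a mouse mesothelioma line. There were 4 tumors in the PBS group, 5 in the ICB group, 5 in the 5-FU group, 4 in the cisplatin group, 5 in the 5-FU+ICB group and 5 in the cisplatin+ICB group. Tumors were taken 7 days after treatment began. 5-FU was dosed at 75 mg/kg and cisplatin at 6 mg/kg. ICB combined 1 dose of anti-CTLA-4 with 3 doses of anti-PD-L1, each of 100 µg per mouse. The authors assigned the reads to GRCm38/mm10 transcripts with kallisto, summarised them to genes with tximport, and deposited estimated counts without normalization. The counts form 2 matrices, one for the 5-FU groups and one for the cisplatin groups, and the 9 PBS and ICB tumors stand in both with identical values. Each tumor had between 23541733 and 33950805 counts. The median was 29056159 for PBS, 29776043 for ICB, 27155858 for 5-FU, 28299524 for cisplatin, 28587353 for 5-FU+ICB and 29712163 for cisplatin+ICB. At these depths, 3 counts corresponded to between 0.0884 and 0.127 CPM in the tumors, a limit that covers counting error only. CPM are counts scaled by the size of the library, so that each tumor has the same total. Counts were rounded to whole numbers and genes with low counts were removed with edgeR's filterByExpr, which left 17916 genes in the matrix of the 5-FU groups and 17819 in that of the cisplatin groups. Library sizes were normalized by edgeR's TMM method, and the groups were compared with edgeR's quasi-likelihood test in a model of all 4 groups of a matrix. A differentially expressed gene (DEG) had a Benjamini-Hochberg adjusted p-value under 0.05 and an absolute log2 fold change over 0.5, the thresholds in the paper's methods. CIBERSORTx was not used here. The immune cells were followed through lists of marker genes, averaging for each tumor the log2 CPM (prior count 2) over a list. Group means of a list were compared with a two-sided exact permutation test, with Benjamini-Hochberg adjustment over 110 tests of 10 lists in 11 comparisons. The smallest p-value this test allows is 0.00794 for 5 tumors against 5 or against 4, and 0.0286 for 4 against 4.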

To determine if there were specific intratumoral immune cells involved in additive chemo‐immunotherapy combinations, we first characterized tumor infiltrating immune cell populations of 5-FU and cisplatin chemo/immunotherapy-treated animals by flow cytometry and CIBERSORT analysis of bulk RNAseq data. In terms of overall immune cell populations, we did not see consistent significant differences between combination therapy to chemotherapy or ICB alone (**Figures 3A, B**). 

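In the RNAseq data, the 10 marker lists gave 40 comparisons of a combination with its chemotherapy or with ICB. After Benjamini-Hochberg adjustment of the two-sided exact permutation test, 0 of them had a p-value under 0.05, and the smallest adjusted p-value was 0.101. Without adjustment 6 were under 0.05, of which 2 were higher and 4 lower in the combination. Relative to ICB, neutrophil markers were lower in 5-FU+ICB tumors, and macrophage and dendritic cell markers were lower in cisplatin+ICB tumors. Relative to cisplatin, cisplatin+ICB tumors had higher monocyte and neutrophil markers and lower proliferation genes. No list of the 5-FU+ICB against 5-FU comparison was under 0.05 before adjustment, where the smallest exact permutation p-value was 0.0556. The smallest p-value the test allows passes the adjustment only where many of the tests reach it. By edgeR's test with adjustment over each list alone, most genes of some lists were DEGs, against 0 with adjustment over all genes. These were 4 of 4 B cell markers higher in 5-FU+ICB than in ICB tumors and 5 of 6 macrophage markers lower in cisplatin+ICB than in ICB tumors. Relative to 5-FU, 2 of 2 CD8 T cell, 3 of 4 monocyte and 3 of 5 dendritic cell markers were higher in 5-FU+ICB. Relative to cisplatin, 2 of 2 CD8 T cell, 1 of 1 CD4, 3 of 4 neutrophil and 4 of 6 macrophage markers were higher in cisplatin+ICB. Adjustment over a list alone does not cover the number of lists or comparisons, and it leaves the p-value of the single CD4 gene unadjusted. Markers of one cell type may also vary together across tumors, so these counts are not separate results.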

Tumors from 5-FU+ICB treated mice displayed increased CD8^+^ T cell infiltration as identified by both CIBERSORT and flow cytometry analyses (p = 0.04; **Figures 3A, B**, **S6A, B**). 

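The genes of both CD8 chains lie on chromosome 6 from 71373427 to 71379173 (Cd8a) and from 71322788 to 71337494 (Cd8b1) in GRCm38. Cd8a was at 151 ± 115 CPM (SD, n = 5) in 5-FU+ICB tumors and 5.09 ± 0.728 CPM (SD, n = 4) in PBS tumors. This was a log2 fold change of 4.89 (standard error 0.86, adjusted p = 0.000811 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The alternative that moved it most, leaving out 5-FU+ICB replicate 5, gave 4.46. Cd8b1 rose from 3.68 ± 0.573 to 126 ± 125 CPM, a log2 fold change of 5.09 (standard error 0.99). The mean log2 CPM of this pair of genes was 6.34 ± 2.02 in 5-FU+ICB and 2.13 ± 0.20 in PBS tumors, a difference of 4.22. Its two-sided exact permutation p-value was 0.0159, and 0.101 after Benjamini-Hochberg adjustment. The difference from PBS was 2.30 when the log2 CPM of Ptprc, the gene of CD45, was subtracted from the mean, the alternative that moved it most, which was chosen after seeing the data. Against 5-FU the mean differed by 2.45 (two-sided exact permutation test, p = 0.0635, 0.155 after Benjamini-Hochberg adjustment). Against ICB it differed by 0.17 (p = 0.881 by the exact permutation test), less than the spread among the 5-FU+ICB tumors, and by -0.32 to 1.00 with each tumor left out in turn.

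**Figure D1:**
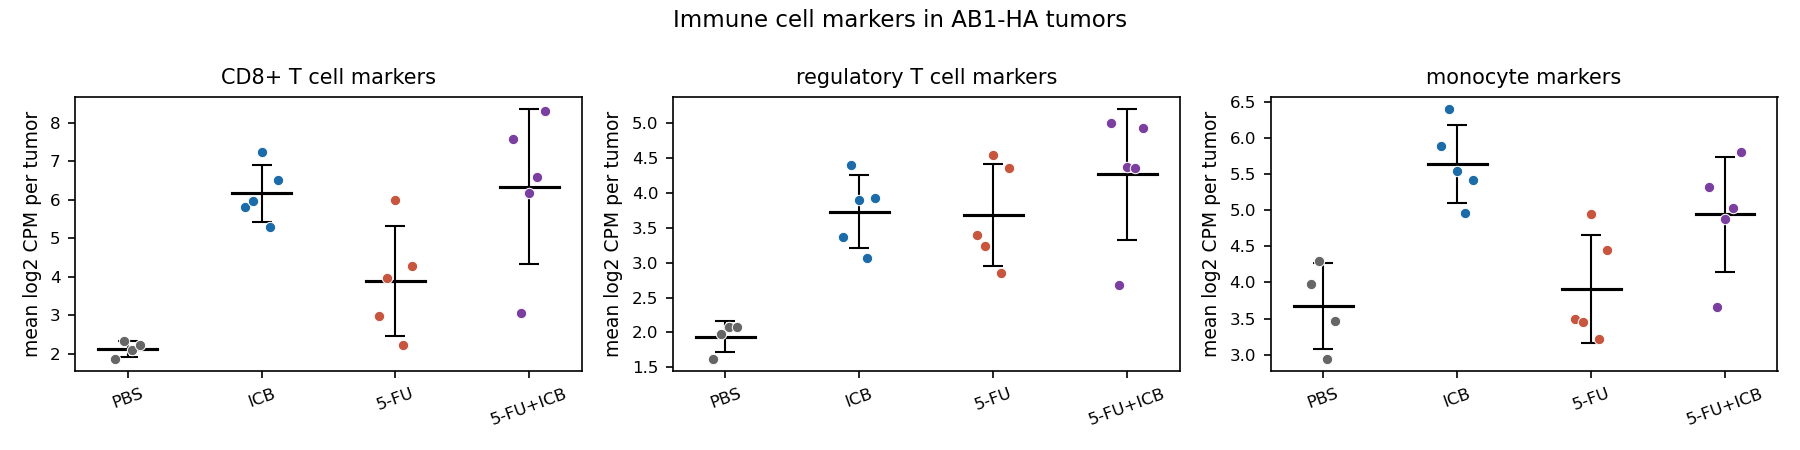
Mean log2 CPM per tumor over the CD8 T cell markers, the regulatory T cell markers and the monocyte markers in the PBS, ICB, 5-FU and 5-FU+ICB groups, with each dot a tumor, each line a group mean and each bar 1 SD. The CD8 T cell markers average 2.13 in PBS tumors and 6.34 in 5-FU+ICB tumors, where the SD is 2.02.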

The number of intratumoral CD4^+^ helper T cells were significantly greater in cisplatin+ICB treated mice compared to cisplatin only (p = 0.01; **Figures 3A**, **S6A**). 

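Foxp3, on chromosome X from 7573644 to 7595245, encodes the transcription factor of regulatory T cells. Its RNA was at 20.6 ± 8.34 CPM (SD, n = 5) in 5-FU+ICB tumors and 3.30 ± 1.65 CPM (SD, n = 4) in PBS tumors (log2 fold change 2.63, standard error 0.49, edgeR adjusted p = 0.00108, quasi-likelihood test with Benjamini-Hochberg adjustment). Over the 4 genes Foxp3, Ikzf2, Il2ra and Ctla4, the mean log2 CPM was 4.27 ± 0.94 and 1.94 ± 0.22, so that 5-FU+ICB was higher by 2.33 (two-sided exact permutation p = 0.0159, Benjamini-Hochberg adjusted p = 0.101). These values measure RNA in the whole tumor and not a share of leukocytes. Expression of the 4 genes in other cells was not examined. Relative to the RNA of Ptprc, a scaling chosen after seeing the data, the difference was 0.41.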

The frequency of CD4^+^Foxp3^+^ regulatory T cells (T_regs_) was reduced in tumors from 5-FU+ICB treated mice compared to PBS controls in both data sets. T_regs_ in cisplatin+ICB treated tumors were significantly reduced compared to PBS controls in flow cytometry data (p = 0.02; **Figures S6A, B**). The frequency of monocytes significantly decreased in 5-FU+ICB tumors compared to PBS in the CIBERSORT analysis (p = 0.028) but did not reach statistical significance in the flow cytometry data (**Figures S6C, D**).

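Ly6c2, whose reads the authors' counting could have shared with its paralog Ly6c1, lies on chromosome 15 from 75108158 to 75111970. It was at 51.5 ± 56.8 CPM (SD, n = 5) in 5-FU+ICB and 7.51 ± 3.17 CPM (SD, n = 4) in PBS tumors, a log2 fold change of 2.78 (standard error 0.71, adjusted p = 0.00551, edgeR quasi-likelihood test, Benjamini-Hochberg). With each tumor left out in turn it ranged from 1.84 to 3.07, and Ly6c2 remained a DEG in 9 of 9 fits. The mean log2 CPM over Ly6c2, Ccr2, Chil3 and Plac8 was 4.94 ± 0.80 in 5-FU+ICB and 3.67 ± 0.60 in PBS tumors. Of these 4 genes, 2 were higher DEGs with adjustment over all genes, and their expression in other cells was not examined. The difference of 1.27 had a two-sided exact permutation p-value of 0.0397 and a Benjamini-Hochberg adjusted p-value of 0.121. Its direction depended on the scaling. Relative to Ptprc, chosen as a reference after seeing the data, the monocyte markers were lower in 5-FU+ICB tumors, with a difference of -0.65.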

**Figure 3:**
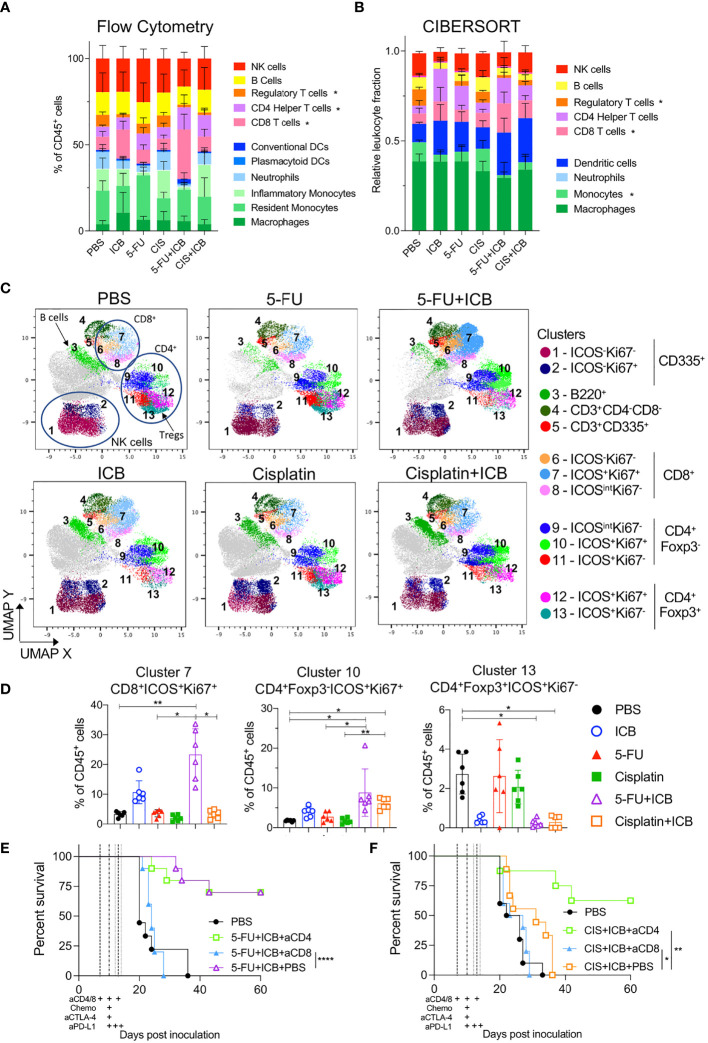
Tumors of additive chemo-immunotherapy combinations are enriched for activated CD8^+^ and CD4^+^ T cells. **(A, B)** Summary of lymphoid and myeloid immune cell proportions in chemo-immunotherapy treated tumors analyzed using flow cytometry **(A)** and CIBERSORTx **(B)** from bulk RNAseq. * indicates p < 0.05 for that cell type between chemo-immunotherapy and PBS controls. **(C)** UMAP plots of clustered CD45^+^ cells from flow cytometry data for each treatment group. Cells are colored by Phenograph clusters and annotated by expression of phenotypic markers in legend. Cells colored in grey had no expression of other phenotypic markers in panel and were excluded from analysis. **(D)** Frequencies of cells from clusters 7.10,13 in all chemotherapy and/or ICB treated tumors. **(E, F)** Survival curves of AB1-HA tumor bearing mice treated with 5-FU+ICB **(E)** and cisplatin+ICB **(F)** with or without anti-CD4 or anti-CD8 depletion antibodies. Dotted lines indicate when therapies were administered. Data shown as mean ± SD, flow cytometry data is summary of two independent experiments (n = 6 per group), RNAseq data (n = 5 per group except PBS and cisplatin; n = 4 per group), *in vivo* tumor growth data is summary of two independent experiments (n = 10 per group). Mann-Whitney U test corrected for multiple comparisons and Mantel-Cox survival test; *P < 0.05, **P ≤ 0.01, ****P ≤ 0.0001.

We further characterized the activation status of tumor infiltrating lymphocytes (TILs). Dimensional reduction analyses on CD45^+^ cells using UMAP and Phenograph produced 13 distinct phenotypic clusters (**Figure 3C**). The frequency of activated (ICOS^+^) and proliferating (Ki67^+^) CD8^+^ T cells (cluster 7) was significantly greater in tumors from 5‐FU+ICB treated mice (23.3 ± 8.69%) compared to 5-FU alone (3.62 ± 1.21%; p = 0.03, **Figure 3D**). We also characterized GzmB expression and IFNγ secretion from CD8^+^ T cells and found a significant increase in the total number of IFNγ^+^ CD8^+^ TILs in chemo‐immunotherapy treated tumors compared to 5-FU treated tumors (**Figure S7**). Tumors from both cisplatin+ICB and 5-FU+ICB treated mice were enriched with increased CD4^+^Foxp3^-^ICOS^+^Ki67^+^ T cells (cluster 10) compared to chemotherapy alone (5‐FU+ICB vs 5-FU; 8.81 ± 5.94% vs 2.74 ± 1.22%; p = 0.04; cisplatin+ICB vs cisplatin; 6.09 ± 1.37% vs 1.69 ± 0.70%; p = 0.005). Activated tumor-infiltrating T_regs_ (CD4^+^Foxp3^+^ICOS^+^Ki67^-^; cluster 13) were also significantly reduced in both combination chemo‐immunotherapy treated groups (5-FU+ICB: 0.25 ± 0.20%; cisplatin+ICB: 0.29 ± 0.31%) compared to PBS controls (2.73 ± 1.01%; p = 0.015; p = 0.014 respectively) (**Figure 3D**).

As both 5-FU and cisplatin chemo-immunotherapies increased activated and proliferating CD8^+^ and CD4^+^Foxp3^-^ T cells, we depleted CD8^+^ or CD4^+^ T cells throughout the treatment schedule in AB1-HA tumor-bearing mice to test whether these cells were required for effective chemo‐immunotherapy. Depleting CD8^+^ T cells significantly abrogated the anti-tumor effect of both chemo-immunotherapy combinations (5-FU+ICB: p < 0.0001; cisplatin+ICB: p = 0.026) **(Figures 3E, F)**. In comparison, depleting CD4^+^ T cells had no significant impact on the efficacy of 5-FU+ICB combination therapy (P = 0.45), but significantly improved survival in the cisplatin+ICB combination group (p = 0.0014) **(Figures 3E, F)**. These data demonstrate that 5‐FU/cisplatin combined with ICB enhanced activation of intratumoral CD8^+^ and CD4^+^ T cells, and the anti‐tumor response for these chemo-immunotherapy combinations were dependent on CD8^+^ T cells.

### Inflammatory T Cell-Driven Pathways Are Enriched in Additive Chemo-Immunotherapy Combinations

To further elucidate the molecular and cellular pathways inducing the robust anti-tumor responses in effective chemo-immunotherapies, we compared the gene expression profiles of additive chemo‐immunotherapy combinations and monotherapy-treated tumors. Unsupervised hierarchical clustering of the top 200 most variable DEGs for each chemo-immunotherapy compared to monotherapy controls (**Figures 4A**, **S8A**) demonstrated that ICB alone, or in combination with chemotherapy was driving most of the differences in gene expression. 

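Each count matrix was clustered on the 200 DEGs with the largest SD of log2 CPM among the DEGs of the combination against PBS, ICB or the chemotherapy, with z-scored genes, Euclidean distance and complete linkage. There were 7303 such DEGs for 5-FU+ICB. The top 2 branches parted the tumors so that one held 4 of 5 5-FU+ICB, 2 of 5 ICB, 2 of 5 5-FU and 0 of 4 PBS tumors. Separation below these branches was not measured. The adjusted Rand index between the branches and treatment with ICB, which is 1 for a perfect match and near 0 for a random one, was 0.0863. For cisplatin+ICB, with 1087 DEGs, one branch held 3 of 5 cisplatin+ICB, 5 of 5 ICB, 0 of 4 cisplatin and 0 of 4 PBS tumors, and the index was 0.581. With 1 minus the Pearson correlation as the distance, the indices were -0.0556 and 0.150, the largest move for cisplatin+ICB, and leaving out a tumor moved that for 5-FU+ICB most, to 0.410. The share of the variance in log2 CPM of all tested genes that went with ICB was 21.1% in the matrix of the 5-FU groups (permutation test of adonis2 in the R package vegan, F = 5.35, p = 0.00200). In the matrix of the cisplatin groups it was 24.4% (F = 5.27, permutation p = 0.00170). Compared with PBS, 6771 genes were DEGs in ICB tumors (3396 higher and 3375 lower), 7283 in 5-FU+ICB tumors (3930 higher and 3353 lower) and 1087 in cisplatin+ICB tumors (837 higher and 250 lower). The first 2 counts are from the matrix of the 5-FU groups. In that of the cisplatin groups, which gave the third, 4663 genes were DEGs between ICB and PBS. The count for cisplatin+ICB was the least stable, with 0 when the model held only the 2 groups compared and 6277 without cisplatin+ICB replicate 1, and 3411 genes had an unadjusted p-value under 0.05 in the model of all 4 groups. Nos2, on chromosome 11 from 78920787 to 78960254, had the largest rise with ICB among DEGs with a mean count of at least 50 and no overlap between the groups. It went from 1.44 ± 0.849 CPM (SD, n = 4) to 319 ± 136 CPM (SD, n = 5), a log2 fold change of 7.78 (standard error 0.76).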

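Between 5-FU and PBS tumors, 4115 of 17916 genes were DEGs, 1788 higher and 2327 lower with 5-FU. Which direction held more genes depended on the processing, since DESeq2's Wald test called 2645 higher and 2211 lower, and edgeR in a model of these 2 groups alone 2141 higher and 1753 lower. Between cisplatin and PBS tumors, 0 of 17819 genes were DEGs, and 275 had an unadjusted p-value under 0.05. DESeq2's Wald test in place of edgeR's test called 4 DEGs for cisplatin. The values of the 5-FU tumors did not overlap those of the PBS tumors for 4437 genes, 24.8% of those tested against 1.59% by chance. For cisplatin this held for 606 genes, 3.40% against 2.86% by chance. Treatment with 5-FU went with 13.5% of the variance between tumors (adonis2, permutation p = 0.0127), and treatment with cisplatin with 5.02% (permutation p = 0.337). Among the DEGs with a mean count of at least 50 whose groups did not overlap, Fosb, on chromosome 7 from 19302696 to 19310051, rose most with 5-FU, from 9.07 ± 4.14 CPM (SD, n = 4) to 699 ± 533 CPM (SD, n = 5), although 5-FU replicate 1 lay far below the other 5-FU tumors. Its log2 fold change was 6.27 (standard error 1.33, adjusted p = 0.00608, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Oscar, on chromosome 7 from 3609813 to 3616157, fell most, from 3.54 ± 1.58 to 0.311 ± 0.269 CPM (log2 fold change -3.47, standard error 0.95), and Slc9b2, on chromosome 3 from 135307700 to 135345387, fell from 58.5 ± 23.7 to 5.61 ± 3.32 CPM.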

5-FU alone was also clearly separated from PBS and ICB treated tumors (**Figure 4A**) whereas cisplatin alone was similar to PBS treated tumors (**Figure S8A**).

**Figure 4:**
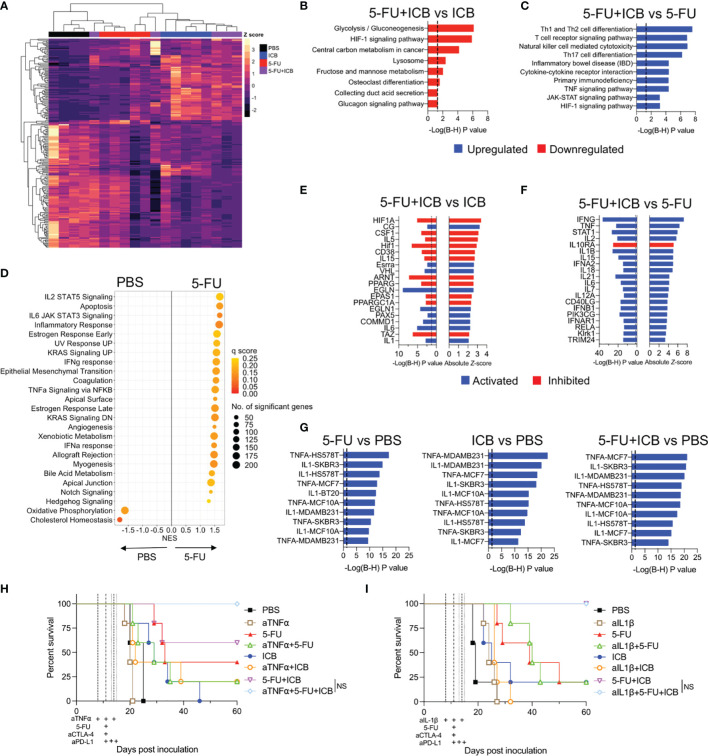
5-FU-based chemo-immunotherapy upregulates immune-associated pathways and downregulates hypoxia and glycolysis pathways. **(A)** Unsupervised hierarchical clustering of the top 200 differentially expressed genes from 5-FU+ICB treatment groups. **(B)** Downregulated KEGG pathways in 5-FU+ICB compared to ICB treated tumors. **(C)** Top 10 upregulated KEGG pathways in 5-FU+ICB when compared 5-FU. Multiple comparisons corrected using Bonferonni-Hochberg method. Significance denoted by P < 0.05. **(D)** GSEA displaying top hallmark gene sets significantly (q < 0.25) enriched in 5-FU compared to PBS. A positive normalized enrichment score (NES) indicates that specific gene set is enriched in a 5-FU treated tumor compared to PBS. **(E, F)** Graphs displaying the top 20 upstream regulators in 5-FU+ICB compared to ICB **(E)** or 5-FU **(F)** treated tumors. Upstream regulators are colored by the activation *Z*-score. Regulators with a *Z-*score ≥ 2 are activated and are displayed in blue. Regulators with a *Z*-score ≤ -2 are inhibited and are displayed in red. **(G)** Top 10 most significantly upregulated LINCS L1000 gene signatures in 5-FU, ICB and 5-FU+ICB in comparison to PBS treated tumors. Multiple comparisons corrected using Bonferonni‐Hochberg method. Significance denoted by P < 0.05. **(H–I)** Survival curves of AB1‐HA tumor bearing mice treated with anti-TNFα **(H)** or anti-IL-1β **(I)** blocking antibodies, 5-FU, ICB or 5-FU+ICB therapies. Data represents one experiment (n = 5 per group). Mantel‐Cox survival test. B-H, Bonferonni-Hochberg.

To determine the biological relevance of the DEGs identified in the additive chemo-immunotherapy combinations, we examined the over-representation of pathways using KEGG and Reactome databases. We first compared the combination therapies with ICB monotherapy. A total of 330 genes were differentially expressed between 5-FU+ICB and ICB, which were associated with a downregulation of pathways involved in glucose metabolism and hypoxia by 5-FU+ICB (**Figures 4B**; **S8B**). 

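In edgeR's test, 41 genes were DEGs between 5-FU+ICB and ICB tumors, 12 higher and 29 lower in 5-FU+ICB, and 1417 had an unadjusted p-value under 0.05. DESeq2's Wald test called 327 DEGs, 172 higher and 155 lower, which held all 41 of edgeR's, whereas edgeR called 0 in a model of these 2 groups alone. The groups did not overlap for 40 of edgeR's DEGs and for 171 of the 304 DESeq2 DEGs that edgeR also tested (56.3%), both chosen for a difference between these tumors. Over all genes tested it held for 421 (2.35%, and 0.794% by chance). Hypoxia and glucose metabolism were followed through 23 target genes of HIF-1 and 16 glycolytic enzymes. The mean log2 CPM over the glycolytic enzymes was 7.86 ± 0.18 (SD, n = 5) in 5-FU+ICB and 8.39 ± 0.12 (SD, n = 5) in ICB tumors, where ICB replicate 1 lay far below the other ICB tumors at 8.19. The difference of -0.53 exceeded the spread in both groups and no 5-FU+ICB tumor reached the ICB tumors (two-sided exact permutation p = 0.00794, and 0.0349 after Benjamini-Hochberg adjustment over 88 tests of 8 lists). Leaving out 5-FU+ICB replicate 2 moved the difference most, to -0.45. Of the enzymes, 15 of 16 were lower, 1 of them a DEG with adjustment over all genes and 9 with adjustment over the list alone. The HIF-1 target genes averaged 4.87 ± 0.32 and 5.59 ± 0.22, a difference of -0.72 with the same p-values, and 21 of 23 were lower (4 DEGs over all genes and 13 over the list alone). Pfkl, the liver form of phosphofructokinase on chromosome 10 from 77986947 to 78010083, fell from 176 ± 25.7 to 97.8 ± 17.4 CPM (log2 fold change -0.85, standard error 0.13, edgeR adjusted p = 0.0161, quasi-likelihood test with Benjamini-Hochberg adjustment). At the same adjusted p-value, the log2 fold change was -2.06 for Car9 on chromosome 4 from 43506966 to 43513729, -1.25 for Pdk1 on chromosome 2 from 71873224 to 71903858 and -0.93 for Ero1l on chromosome 14 from 45283087 to 45318771. Of the DEGs with a mean count of at least 50 and no overlap, those that rose most were Fgf23 (chromosome 6), from 0.203 ± 0.120 to 11.1 ± 16.3 CPM with replicate 5 far above the other 5-FU+ICB tumors, Reg3g on chromosome 6 (0.367 ± 0.283 to 3.28 ± 0.749 CPM) and Chl1 on chromosome 6 (13.5 ± 6.44 to 46.4 ± 9.08 CPM). Of the same DEGs, Gzmg, Gzmf and Ctsg fell most, with log2 fold changes of -5.62, -4.46 and -4.23. The granzymes are paralogs in one cluster on chromosome 14 whose reads can be shared, and Gzmf was far lower in 5-FU+ICB replicate 5 than in the others. With each tumor left out in turn, Fgf23 remained a DEG in 8 of 10 fits, Reg3g in 7, Chl1 in 1, Gzmg in 3, Gzmf in 5 and Ctsg in 2. Among Reactome pathways, edgeR's lower DEGs were over-represented in 1, Intrinsic Pathway for Apoptosis, through 4 granzymes of 38 genes tested (one-sided Fisher's exact test, Benjamini-Hochberg adjusted p = 0.00274). DESeq2's lower DEGs were over-represented in 6, led by Glycolysis with 9 of 26 genes (one-sided Fisher's exact test, Benjamini-Hochberg adjusted p = 4.94e-09).

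**Figure D2:**
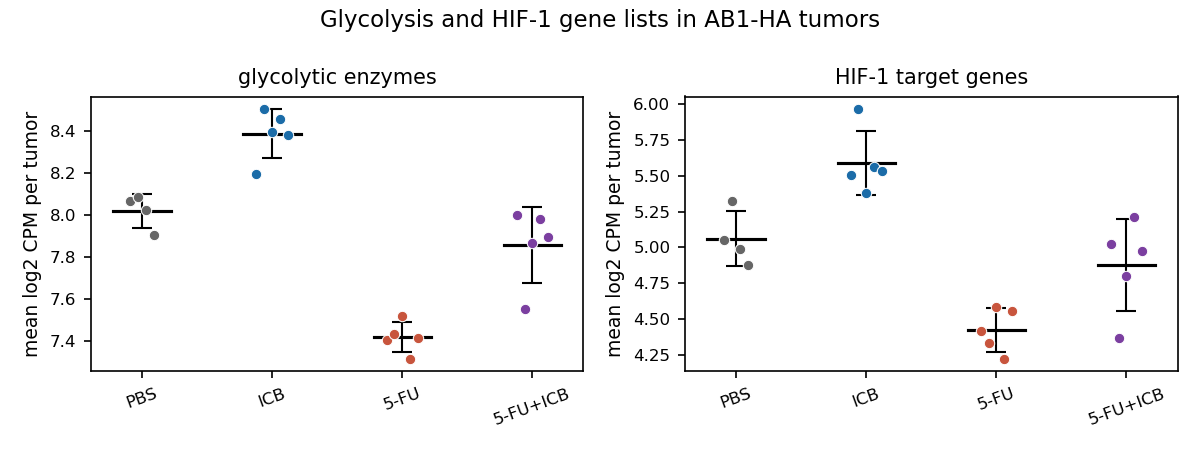
Mean log2 CPM per tumor over 16 glycolytic enzymes and over 23 HIF-1 target genes in the PBS, ICB, 5-FU and 5-FU+ICB groups, with each dot a tumor, each line a group mean and each bar 1 SD. The glycolytic enzymes average 8.39 in ICB, 7.86 in 5-FU+ICB and 7.42 in 5-FU tumors, so 5-FU+ICB lies between the monotherapies.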

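For cisplatin+ICB against ICB, 0 of 17819 genes were DEGs by edgeR's test, in which the smallest Benjamini-Hochberg adjusted p-value was 0.291 and 2469 genes had an unadjusted p-value under 0.05. By DESeq2's Wald test 52 genes were DEGs, 18 higher and 34 lower in cisplatin+ICB. The groups did not overlap for 28 of the 49 of these that edgeR also tested, or 57.1%, and over all genes tested for 249 (1.40%, and 0.794% by chance). Only 4 of the 18 higher genes belonged to any Reactome pathway tested. 37 overlapping pathways passed on them. One of these, PI-3K cascade:FGFR1, held 3 of its 73 tested genes, Cdkn1a, Fgf23 and Mdm2 (Cdkn1a and Mdm2 are named after their values were seen; one-sided Fisher's exact test, Benjamini-Hochberg adjusted p = 0.00113). The lower genes passed in 0 pathways.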

Only 55 genes were differentially expressed between cisplatin+ICB and ICB, and pathway analysis did not identify a common biological pathway associated with these genes (data not shown).

We next compared each combination therapy with their respective chemotherapy alone and identified 779 DEGs comparing cisplatin+ICB with cisplatin monotherapy, and 536 DEGs between 5-FU+ICB and 5-FU monotherapy. 

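By edgeR's test, 0 genes were DEGs between cisplatin+ICB and cisplatin, with 2120 at an unadjusted p-value under 0.05, 1664 of them higher in the combination. The smallest Benjamini-Hochberg adjusted p-value was 0.0693, and without cisplatin+ICB replicate 1 the same test called 2114 DEGs. DESeq2's Wald test on all tumors called 783, 714 higher and 69 lower. Of the 779 that edgeR also tested, 179 (23.0%) had groups that did not overlap, and of all genes tested 590 (3.31%, and 1.59% by chance). For 5-FU+ICB against 5-FU, edgeR called 2 DEGs, both higher in 5-FU+ICB, with 2399 genes at an unadjusted p-value under 0.05, and DESeq2 called 539 (447 higher and 92 lower). The groups did not overlap for 103 of the 524 DESeq2 DEGs tested by both (19.7%) and, over all genes tested, for 284 (1.59%, and 0.794% by chance). One of edgeR's DEGs was Gzmb, which encodes granzyme B, a paralog of the other granzymes beside it on chromosome 14 from 56258838 to 56262260. It was at 74.4 ± 14.4 CPM (SD, n = 5) in 5-FU+ICB and 24.2 ± 7.22 CPM (SD, n = 5) in 5-FU tumors, a log2 fold change of 1.62 (standard error 0.25, adjusted p = 0.0498, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). The other was Cdc42ep2, on chromosome 19 from 5915636 to 5924816, which rose from 12.7 ± 2.75 to 26.3 ± 5.59 CPM (log2 fold change 1.05, standard error 0.17). No 5-FU+ICB tumor overlapped the 5-FU tumors for either gene. With each tumor left out in turn, Gzmb remained a DEG in 3 of 10 fits and Cdc42ep2 in 2.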

Pathway analysis of DEGs demonstrated that both chemo-immunotherapy combinations significantly upregulated immune-related pathways involving immune cell differentiation, signaling and cytotoxicity compared to either respective chemotherapy alone, suggesting enhancement of the immunological activity of ICB (**Figures 4C**; **S8C–E**). These results were confirmed using GSEA (23), applying the curated Hallmark gene sets to the gene expression profiles (**Figure S8F**). 

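EdgeR's DEGs were too few for pathways, and 0 Reactome pathways passed on those of 5-FU+ICB against 5-FU. DESeq2's higher DEGs were over-represented in 16 Reactome pathways for 5-FU+ICB against 5-FU and in 35 for cisplatin+ICB against cisplatin. For 5-FU+ICB these included PD-1 signaling with 7 of 15 genes tested (one-sided Fisher's exact test, Benjamini-Hochberg adjusted p = 5.51e-05) and TCR signaling with 9 of 52 (Benjamini-Hochberg adjusted p = 0.00285 by the same exact test). For cisplatin+ICB they included Adaptive Immune System with 59 of 380 genes (Fisher's exact test, Benjamini-Hochberg adjusted p = 9.61e-13) and Interferon gamma signaling with 25 of 86 (Benjamini-Hochberg adjusted p = 7.50e-11, exact test). A further 3 lists were also averaged per tumor, 13 T cell receptor signaling genes, 11 cytotoxic effector genes and 20 IFNγ response genes. Between 5-FU+ICB and 5-FU, the IFNγ response genes differed by 1.18 (8.02 ± 0.17 against 6.84 ± 0.72; two-sided exact permutation p = 0.00794, Benjamini-Hochberg adjusted p = 0.0349). The T cell receptor signaling genes differed by 1.65 (exact permutation p = 0.103) and the cytotoxic effector genes by 1.54 (exact permutation p = 0.0714), neither of which passed. With adjustment over a list alone, 12 T cell receptor signaling, 10 cytotoxic effector and 18 IFNγ response genes were higher DEGs, against 0, 1 and 0 over all genes. Between cisplatin+ICB and cisplatin, the 3 lists differed by 1.54 (p = 0.0873), 1.66 (p = 0.0317) and 1.50 (p = 0.0635) in the same order, by two-sided exact permutation tests that did not pass after adjustment. With adjustment over each list alone, 13, 11 and 20 of their genes were higher DEGs, against 0 over all genes. From the immune pathways upregulated against each chemotherapy alone, the paper proposes that the combinations enhance the immunological activity of ICB.

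**Figure D3:**
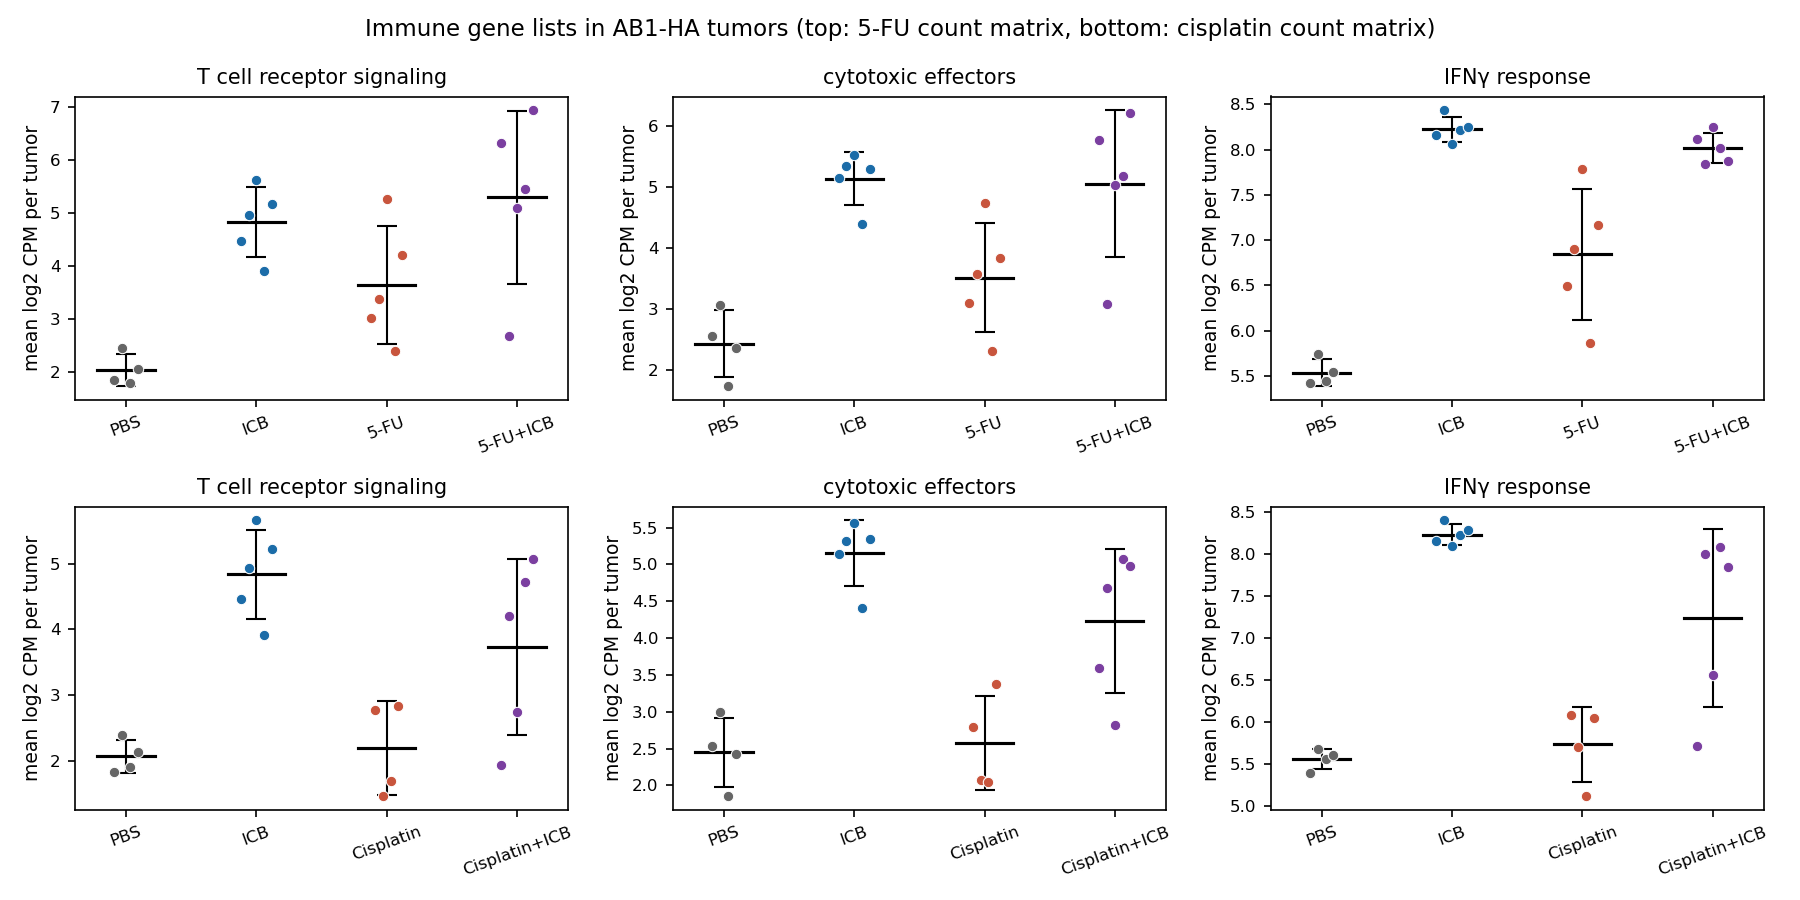
Mean log2 CPM per tumor over T cell receptor signaling, cytotoxic effector and IFNγ response genes, with the 5-FU groups in the upper panels and the cisplatin groups in the lower panels, each beside PBS and ICB; dots are tumors, lines group means and bars 1 SD. The IFNγ response genes average 6.84 in 5-FU and 8.02 in 5-FU+ICB tumors, and 5.74 in cisplatin and 7.24 in cisplatin+ICB tumors.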

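The Hallmark gene sets were not used here. In their place, limma's camera test, which asks whether the genes of a list changed more than other genes, was run on 8 lists with an inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over 104 tests. This correlation was preset and not estimated from the tumors. Where the genes of a list vary together more than that, camera's p-values are too small. Camera passed 79 of its 104 tests, and the exact permutation test of list means passed 20 of 88. Between 5-FU+ICB and 5-FU, 7 of 8 lists passed and each was higher in 5-FU+ICB, the exception being the cholesterol biosynthesis genes. The Benjamini-Hochberg adjusted camera p-value was 6.20e-20 for the IFNγ response, 1.92e-07 for the T cell receptor signaling and 4.89e-08 for the cytotoxic effector genes. With fry, a rotation test in limma, in place of camera, the T cell receptor signaling genes no longer passed. Between cisplatin+ICB and cisplatin, 5 lists were higher and 1 lower, with a Benjamini-Hochberg adjusted camera p-value of 4.52e-21 for the IFNγ response genes. The glycolytic enzymes and HIF-1 target genes did not pass there. Relative to ICB alone, 7 lists were lower and 0 higher in cisplatin+ICB tumors, the IFNγ response genes among the lower ones, with a mean log2 CPM that differed by -0.99 (two-sided exact permutation p = 0.00794, Benjamini-Hochberg adjusted p = 0.0349). In 5-FU+ICB tumors 4 lists were lower than with ICB, and 1 was higher, the T cell receptor signaling genes, while the IFNγ response and cytotoxic effector genes did not pass.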

Interestingly, 5-FU treated tumors were enriched with multiple immune related gene sets compared to PBS controls (**Figure 4D**), similar to the ICB gene expression profile reported previously (17). 

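The IFNγ response genes averaged 6.84 ± 0.72 (SD, n = 5) in 5-FU and 5.53 ± 0.15 (SD, n = 4) in PBS tumors, a difference of 1.31 (two-sided exact permutation p = 0.0159, Benjamini-Hochberg adjusted p = 0.0517). With ICB alone the same difference from PBS was 2.69. Of the 20 genes, 15 were higher DEGs in 5-FU tumors with adjustment over all genes and 17 over the list alone. The T cell receptor signaling genes were higher by 1.61 (exact permutation p = 0.0238) and the cytotoxic effector genes by 1.09 (exact permutation p = 0.0714). Both passed in limma's camera, with Benjamini-Hochberg adjusted p-values of 0.000290 and 0.00312, but not in fry. Over the 8 lists, 4 were higher and 3 lower in 5-FU than in PBS tumors by camera. The DEGs higher with 5-FU were over-represented in 42 Reactome pathways. They made up 25 of 83 genes tested in Interferon gamma signaling (one-sided Fisher's exact test, Benjamini-Hochberg adjusted p = 0.000839) and 50 of 218 in Cytokine Signaling in Immune system (Benjamini-Hochberg adjusted p = 0.000486, exact test). The DEGs lower with 5-FU were over-represented in 155 pathways and held 72 of 87 genes of Mitochondrial translation (Benjamini-Hochberg adjusted p = 1.18e-39, exact test).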

Together these results indicate that 5-FU may be further enhancing the immunostimulatory effects of ICB, generating a robust anti-tumor immune response seen for the combination therapy.

Having characterized molecular pathways that were associated with additive chemo-immunotherapy combinations, we next sought to identify key targets that could modulate the anti-tumor immune response. We focused on the 5-FU chemo-immunotherapy combination as it produced the most robust anti-tumor immune response *in vivo* (**Figure 1**). We performed upstream regulator analysis to identify key transcriptional regulators of molecular pathways enriched in 5-FU chemo-immunotherapy. In comparison to ICB, 5-FU+ICB induced a gene expression signature indicative of inhibition of upstream regulators involved in HIF1 signaling (HIF1A, CSF1, ARNT), peroxisome signaling (PPARG, PPARGC1A) and activation of upstream regulators IL-1 and IL-6 (**Figure 4E**). 

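Upstream regulator scores are read from the targets of a regulator, and the data also give the RNA of the regulators themselves. None of the 8 genes Hif1a, Csf1, Arnt, Pparg, Ppargc1a, Il1a, Il1b and Il6 was a DEG between 5-FU+ICB and ICB tumors, with Benjamini-Hochberg adjusted p-values from 0.413 (Il6) to 0.920 (Arnt) in edgeR's quasi-likelihood test. At an unadjusted p-value under 0.05, 1 of them, Il6, differed. Hif1a, on chromosome 12 from 73901375 to 73947530, was at 299 ± 68.2 CPM (SD, n = 5) in 5-FU+ICB and 363 ± 89.9 CPM (SD, n = 5) in ICB tumors (log2 fold change -0.28, standard error 0.19). The log2 fold change was 0.18 (standard error 0.25) for Csf1, 0.55 (standard error 0.40) for Pparg and -0.57 (standard error 0.52) for Ppargc1a. For Arnt it was 0.046, and from -0.027 to 0.13 with each tumor left out in turn, so its sign was not fixed. Il6 rose from 1.06 ± 1.02 to 3.35 ± 2.39 CPM (log2 fold change 1.64, standard error 0.72), with ICB replicate 2 far above the other ICB tumors. The genes of both IL-1 ligands were lower in 5-FU+ICB without passing, with a log2 fold change of -0.77 (standard error 0.56) for Il1b and -0.31 (standard error 0.60) for Il1a, whose sign also changed when single tumors were left out (from -0.82 to 0.20).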

IFNγ, TNFα, IL-2, STAT1 and IL-1β were the top activated upstream regulators in 5-FU+ICB compared to 5-FU monotherapy (**Figure 4F**). 

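Ifng, on chromosome 10 from 118441046 to 118445892, was at 9.09 ± 3.36 CPM (SD, n = 5) in 5-FU+ICB and 2.22 ± 1.79 CPM (SD, n = 5) in 5-FU tumors, a log2 fold change of 2.05 (standard error 0.43, edgeR adjusted p = 0.0902, quasi-likelihood test with Benjamini-Hochberg adjustment). It was a DEG in DESeq2's Wald test. Tnf differed by less than the spread between tumors, with 15.7 ± 7.78 against 11.7 ± 6.91 CPM and a log2 fold change of 0.43 (standard error 0.43). Il1b did not rise, with 59.6 ± 29.6 against 73.6 ± 43.4 CPM (log2 fold change -0.30, standard error 0.56), although its sign changed when the replicate number was added to the model. Il2 had too few counts to pass the filter on low counts and was not tested.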

We also analyzed the data using the LINCS L1000 connectivity map which measured the expression of over 3000 genes in eight different cell lines following exposure to defined ligands. The gene expression profiles of 5-FU, ICB and 5-FU+ICB treated tumors, were enriched for IL-1 and TNFα-induced genes (**Figure 4G**).

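LINCS L1000 signatures were not used here. The response to TNFα and IL-1 was followed through 19 NF-κB response genes such as Tnfaip3, Nfkbia and Cxcl1. Their mean log2 CPM was 4.46 ± 0.16 (SD, n = 4) in PBS, 5.42 ± 0.63 (SD, n = 5) in 5-FU, 5.88 ± 0.39 (SD, n = 5) in ICB and 5.89 ± 0.50 (SD, n = 5) in 5-FU+ICB tumors. The difference from PBS was 1.42 for ICB (two-sided exact permutation p = 0.00794, Benjamini-Hochberg adjusted p = 0.0349) and 1.44 for 5-FU+ICB (p = 0.0159 and 0.0517, the same exact permutation test without and with Benjamini-Hochberg adjustment). For 5-FU it was 0.97 (exact permutation p = 0.0397, Benjamini-Hochberg adjusted p = 0.0895). With adjustment over all genes, 8 of the genes were higher DEGs in 5-FU, 15 in ICB and 16 in 5-FU+ICB tumors, and 10, 15 and 17 over the list alone.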

To test if TNFα or IL-1β cytokine signaling pathways were required to produce the robust anti-tumor immune response found when 5-FU is added to ICB, we administered TNFα or IL‐1β blocking antibodies throughout the 5-FU+ICB treatment schedule in AB1-HA tumor bearing mice (**Figures 4H, I**). The efficacy of the 5-FU+ICB combination was unaffected when either pro-inflammatory cytokine was depleted. There was also no significant difference in survival for the 5-FU or ICB monotherapies when TNFα or IL-1β were blocked. (**Figure 4H**) (5-FU+ICB vs 5-FU+ICB+aTNFa, P = 0.136; 5‐FU+ICB vs 5-FU+ICB+aIL-1β, P > 0.999). This indicates that whilst TNFα and IL-1 signaling were significantly enriched in 5-FU chemo-immunotherapy treated tumors, the robust anti-tumor response produced by this additive chemo-immunotherapy is likely to be dependent on the combination of multiple molecular pathways.

## Discussion

In this study, we analyzed the *in vivo* anti-tumor effects of 10 different chemotherapies in combination with anti-CTLA-4 and anti-PD-L1 ICB to identify effective chemo‐immunotherapy combinations. We found that the addition of 5-FU or cisplatin to ICB significantly improved survival compared to either monotherapy alone in two murine cancer models. Importantly, no chemo-immunotherapy combination decreased overall survival compared to ICB alone, suggesting no antagonistic effects of tested chemotherapies.

Immunogenic chemotherapies such as vinorelbine, etoposide, cyclophosphamide and gemcitabine induced robust anti-tumor responses alone. While we only found 5-FU or cisplatin improved the efficacy of ICB, other studies have identified that vinorelbine and etoposide synergized with anti‐CTLA-4 (27) and anti-PD-L1 (28) respectively. In addition, cyclophosphamide and gemcitabine have been previously shown to enhance CD8^+^ T cell infiltration in tumors and deplete immunosuppressive cells (29, 30), but preclinical studies combining these chemotherapies with ICB have provided conflicting results (27–29, 31). These discrepancies may not only be due to different cancer models but also chemotherapy dosing and scheduling. For example, we previously established that multiple lower doses of gemcitabine (240 mg/kg) were synergistic with ICB in the AB1 tumor model (32), whereas MTD gemcitabine (700 mg/kg) did not provide additional benefit in this study. 5‐FU at the previously reported MTD of 125 mg/kg (16) could not be administered with ICB without severe toxicity so a lower dose (75 mg/kg) was used which may have impacted the additive effect found with this combination. In addition, we investigated chemo-immunotherapy combinations in subcutaneous models of mesothelioma which may not fully recapitulate the tumor microenvironment in the pleural mesothelium. However, orthotopic models of mesothelioma are technically challenging and response rates to ICB and chemotherapy monotherapy in our subcutaneous models are similar to responses found in mesothelioma patients (33, 34).

We also administered ICB and MTD chemotherapy concurrently. Although staggering the ICB and chemotherapy doses have been explored previously (29, 35–37), it is difficult to separate the immunogenic effects of therapy from tumor size, particularly when one treatment has substantially reduced the tumor size before the addition of the next therapy. Administering chemotherapy before ICB could induce a highly inflammatory tumor microenvironment, sensitize tumor cells to cytotoxic T cell killing (38, 39), priming a tumor to be more responsive to ICB. Dosing and scheduling are potential factors that could affect the chemotherapy-induced immune response, and remain an important area of research, going forward.

Our study focused on the additive mechanisms of MTD 5-FU and cisplatin to ICB as they produced the most robust anti-tumor responses in our models. 5-FU has shown to be additive when combined with anti-PD-1/PD-L1 ICB in other pre-clinical models (35, 36, 40), whereas cisplatin chemotherapy synergized with anti‐PD‐1/PD‐L1 or anti‐CTLA-4 in some models, but not others (41, 42). Platinum‐based chemotherapy has been shown to be a very effective combination with ICB in patients (10). In addition, multiple ongoing clinical trials are analyzing the efficacy of combination multi-modal chemotherapy, (including 5-FU and cisplatin) with ICB, particularly for patients with colorectal and bladder cancer (NCT03202758, NCT02658214, NCT04241185, NCT03775265, NCT02912559). Increased numbers of activated CD8^+^ T cells at the tumor site together with depletion of immunosuppressive cells (T_regs_ and MDSCs) were key immunological effects of 5-FU and cisplatin chemo-immunotherapy combinations in our study and others (40, 42).

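Against 5-FU alone, the glycolytic enzymes were higher in 5-FU+ICB tumors by 0.44 (mean log2 CPM 7.86 against 7.42 ± 0.072, two-sided exact permutation p = 0.00794, Benjamini-Hochberg adjusted p = 0.0349). Here 0 enzymes were DEGs over all genes and 5 over the list alone, each higher. The HIF-1 target genes were also higher than with 5-FU alone, by 0.45 (exact permutation p = 0.0317, Benjamini-Hochberg adjusted p = 0.0776). Against PBS, 5-FU+ICB tumors differed by -0.16 for the glycolytic enzymes (exact permutation p = 0.111) and by -0.19 for the HIF-1 target genes (exact permutation p = 0.365), neither of which passed. These means cover single genes that changed in both directions. With adjustment over all genes, 4 enzymes were higher and 6 lower DEGs, and 4 HIF-1 target genes were higher and 8 lower. With 5-FU the glycolytic enzymes fell by 0.60 and the HIF-1 target genes fell by 0.64 from PBS, each with an exact permutation p of 0.00794 and a Benjamini-Hochberg adjusted p of 0.0349. With ICB the HIF-1 target genes rose by 0.53 (exact permutation p = 0.00794, Benjamini-Hochberg adjusted p = 0.0349), while the difference of 0.37 for the glycolytic enzymes did not pass after Benjamini-Hochberg adjustment (exact permutation p = 0.0159, adjusted p = 0.0517). The effect of 5-FU in the presence of ICB minus its effect without ICB was 0.074 for the glycolytic enzymes and -0.076 for the HIF-1 target genes, with Benjamini-Hochberg adjusted p-values of 0.181 and 0.756 in limma's camera, and the sign of each changed under at least one alternative.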

Gene signatures associated with hypoxia and metabolism, in particular HIF-1α and glycolysis pathways were downregulated in tumors from mice treated with the 5-FU+ICB combination compared to monotherapy. HIF-1α signaling regulates chemotherapy-resistance, and the differentiation of immunosuppressive myeloid-derived suppressor cells (MDSCs) (43). Both AB1 and AE17 tumors display hypoxic regions *in vivo* (44), and chemo-immunotherapy could have altered tumor hypoxia. It is also possible that combination 5-FU and ICB alter tumor immunosuppressive cells through HIF-1α mediated pathways, resulting in decreased MDSCs and T_regs_ observed in our study. Others have found that inhibition of the HIF-1α pathway improves the anti-tumor effect of 5-FU (45), and improves ICB responses (46) in preclinical models. There are numerous small molecule drugs that inhibit different parts of the HIF-1α signaling pathway, but the clinical efficacy of HIF-1α inhibitory drugs in cancer have been limited thus far (47).

Recent studies have also highlighted the importance of glucose metabolism in T cell activation and proliferation in response to a T cell receptor mediated stimulus. PD-1 and CTLA-4 signaling inhibit glycolysis in CD4^+^ and CD8^+^ T cells *in vitro*, preventing rapid proliferation and differentiation into effector cells (48). It is therefore counterintuitive that glycolysis pathways would be downregulated in the most efficacious chemo-immunotherapy combination from our study. However, a caveat of our study is that RNAseq of bulk tumors did not allow us to separate the metabolic effects of chemo-immunotherapy on tumor versus immune cells. The metabolic competition between tumor cells and T cells has been well described (49), and reduced glycolysis within tumors have been observed, particularly with PD-L1 blockade.

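Tnf, on chromosome 17 from 35199381 to 35202007, was at 15.7 ± 7.78 CPM (SD, n = 5) in 5-FU+ICB and 2.17 ± 0.990 CPM (SD, n = 4) in PBS tumors (log2 fold change 2.86, standard error 0.51, edgeR adjusted p = 0.000916, quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold change from PBS was 3.36 with ICB and 2.43 with 5-FU. Il1b, on chromosome 2 from 129364570 to 129371139, was at 59.6 ± 29.6 CPM (SD, n = 5) and 22.7 ± 19.0 CPM (SD, n = 4) in the same groups, with PBS replicate 2 far above the other PBS tumors. Its log2 fold change of 1.39 (standard error 0.62) had an edgeR adjusted p of 0.0738 (quasi-likelihood test with Benjamini-Hochberg adjustment), and DESeq2's Wald test called it a DEG. With ICB alone Il1b rose by 2.16 (standard error 0.64). The NF-κB response genes differed by 0.015 between 5-FU+ICB and ICB tumors (two-sided exact permutation p = 0.944) and by -0.024 when the median over the list replaced the mean. Relative to 5-FU tumors they differed by 0.47 (exact permutation p = 0.214), and 7 genes were higher DEGs with adjustment over the list alone against 0 over all genes. This difference passed in limma's camera (Benjamini-Hochberg adjusted p = 2.87e-05) but not in fry.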

TNFα and IL-1β signaling associated genes were upregulated in 5-FU+ICB treated tumors. However, antibody neutralization experiments showed that these signaling pathways were not necessary for complete tumor regression. In fact, neutralization of TNFα further improved the efficacy of 5-FU+ICB. This is in line with multiple reports demonstrating that disruption of TNFα or IL-1R/IL-1β signaling by either blocking antibodies or deficient mouse models improves the anti-tumor immune response in combination with 5-FU (50, 51) or ICB (52, 53). These results highlight the complexity, and redundancy of different pro‐inflammatory cytokines in mediating anti‐tumor immunity. As TNFα and IL-1β inhibitors are now available to treat severe ICB induced immune related adverse events (54), it is encouraging that blocking these pathways did not diminish the anti-tumor responses of chemo-immunotherapy in preclinical models.

Our study provides a resource and starting point for future studies to interrogate the mechanisms of combination ICB and chemotherapy. 

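The 6 groups were joined into one matrix, with 18521 genes tested. Between 5-FU and cisplatin tumors, 67 genes were DEGs, 17 higher and 50 lower with 5-FU, and the groups did not overlap for 65 of them and, over all genes tested, for 2317 (12.5%, and 1.59% by chance). Between 5-FU+ICB and cisplatin+ICB tumors, 55 genes were DEGs, 19 higher and 36 lower in 5-FU+ICB, without overlap for 41 and, over all genes tested, for 355 (1.92%, and 0.794% by chance). DESeq2's Wald test called 663 DEGs in the first comparison, 487 higher and 176 lower with 5-FU, and edgeR in a model of these 2 groups alone 509 higher and 434 lower, so the balance of directions was not fixed. In the second, DESeq2's test called 1620, 659 higher and 961 lower. The genes lower with 5-FU than with cisplatin held 10 of 23 genes of the Reactome pathway Cholesterol biosynthesis (one-sided Fisher's exact test, Benjamini-Hochberg adjusted p = 1.87e-15). Over 21 cholesterol biosynthesis genes the mean log2 CPM differed by -1.32, over the HIF-1 target genes by -0.83 and over the glycolytic enzymes by -0.57, with two-sided exact permutation p-values of 0.00794, 0.00794 and 0.00794. Greb1, on chromosome 12 from 16670615 to 16800886, was at 4.88 ± 4.15 CPM (SD, n = 5) with 5-FU and 0.291 ± 0.224 CPM (SD, n = 4) with cisplatin (log2 fold change 4.04, standard error 0.91). Tlr12, on chromosome 4 from 128615443 to 128618619, had a log2 fold change of 4.33 (standard error 0.97) and the granzyme gene Gzmg, whose reads its paralogs can share, one of -5.88 (standard error 1.33). With each tumor left out in turn, Greb1 remained a DEG in 2 of 9 fits, Tlr12 in 3 and Gzmg in 0. Between the combinations, Chil3 and S100a9 had log2 fold changes of -4.68 (standard error 0.75) and -4.26 (standard error 0.75), both lower in 5-FU+ICB. Chil3, on chromosome 3 from 106147554 to 106167564, has close paralogs that can share its reads, and S100a9 lies on chromosome 3 from 90692632 to 90695721. Bnip3, on chromosome 7 from 138890836 to 138909519, was lower, with a log2 fold change of -3.05 (standard error 0.64), with cisplatin+ICB replicate 1 far above the other tumors of its group, and Unc5c, on chromosome 3 from 141465216 to 141834924, was higher by 2.68 (standard error 0.52). Of 10 fits that each left out one tumor, Chil3 remained a DEG in 8, S100a9 in 8, Bnip3 in 6 and Unc5c in 4. Across these fits the log2 fold change ranged from -3.32 to -1.10 for Bnip3 and from 1.57 to 2.94 for Unc5c. It ranged from -4.93 to -4.06 for Chil3 and from -4.49 to -3.67 for S100a9.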

5-FU and cisplatin treated tumors had vastly different gene expression profiles, suggesting additive mechanisms could be different for other chemotherapies. 5‐FU is currently not used clinically for mesothelioma, and the results with this chemotherapy may therefore be particularly applicable to other cancers. However, understanding additive mechanisms is important to develop novel strategies to phenocopy a responding tumor microenvironment, and improve anti‐tumor responses of chemotherapy and/or immunotherapy.

## Data Availability Statement

The original contributions presented in the study are publicly available. This data can be found here: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE188481.

## Ethics Statement

The animal study was reviewed and approved by Harry Perkins Institute of Medical Research Animal Ethics Committee.

## Author Contributions

NP and WA performed all mouse experiments and wrote manuscript. NP, WA, CT, and DH performed mouse experiments. NP and WC analysed RNA sequencing data. NP and AM analysed flow cytometry data. ID assisted with statistical analysis. LB provided critical reagents. RL, AN, AM, SF, JC, and WL interpreted experiments and critically revised the manuscript. JC and WL shared the design of the study, supervised the project and edited the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

This work was funded by NHMRC grant 1067113. NP was supported by UWA Richard Walter Gibbon Medical Research and Cancer Council WA scholarships. JC was supported by grants and fellowship from the UWA Raine Foundation, Cancer Council WA, WA Department of Health, and iCare Dust Diseases Board. WL was supported by fellowships from the Simon Lee Foundation, NHMRC and Cancer Council WA. The National Centre for Asbestos Related Diseases receive funding through the NHMRC Centres of Research Excellence scheme.

## Conflict of Interest

LB was employed by JJP Biologics.

The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Comprehensive Testing of Chemotherapy and Immune Checkpoint Blockade in Preclinical Cancer Models Identifies Additive Combinations
**Source:** Front Immunol. 2022 May 11;13:872295. doi: 10.3389/fimmu.2022.872295
**Supplement:** Supplementary file 1

Supplementary Material

| **Chemotherapy** | **Dose** | **Administration route** |
| --- | --- | --- |
| 5-Fluorouracil (5-FU) | 75 mg/kg | i.v. |
| Cisplatin | 6 mg/kg | i.p. |
| Cyclophosphamide (Cyclo) | 300 mg/kg | i.p. |
| Docetaxel | 130 mg/kg | i.p. |
| Doxorubicin | 10 mg/kg | i.p. |
| Etoposide | 75 mg/kg | i.p. |
| Gemcitabine | 700 mg/kg | i.p. |
| Irinotecan | 240 mg/kg | i.p. |
| Pemetrexed | 600 mg/kg | i.p. |
| Vinorelbine | 10 mg/kg | i.p. |

**Table S1. Doses of chemotherapies**

*i.p. – intraperitoneal, i.v. - intravenous

**Table S2. Flow cytometry panels.**

| **Fluorochrome** | **Antigen** | **Dilution** | **Clone** | **Supplier** | **Catalog No.** | **RRID** | **Panel** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| FITC | CD45 | 1:200 | REA737 | Miltenyi Biotec | 130-110-796 | AB_2658216 | 1 |
| BUV395 | CD3 | 1:500 | 145-2C11 | BD | 103040 | AB_2738278 | 1,3 |
| BV480 | CD8a | 1:250 | 53-6.7 | BD | 566096 | AB_2739500 | 1,3 |
| AF647 | Foxp3 | 1:100 | 150D | Biolegend | 320013 | AB_439749 | 1 |
| BV786 | CD4 | 1:200 | GK1.5 | BD | 563331 | AB_563331 | 1 |
| PE-Cy7 | ICOS | 1:200 | C398.4A | Biolegend | 313519 | AB_10641939 | 1 |
| PE | Ki67 | 1:100 | B56 | BD | 556027 | AB_2266296 | 1 |
| BV711 | CD335 | 1:200 | 29A1.4 | Biolegend | 137621 | AB_2563289 | 1 |
| APCVio770 | B220 | 1:100 | REA755 | Miltenyi Biotec | 130-110-849 | AB_2658286 | 1 |
| BUV395 | CD45 | 1:250 | 30-F11 | BD | 564279 | AB_2651134 | 2 |
| BV510 | Ly6C | 1:400 | HK1.4 | Biolegend | 128033 | AB_2562351 | 2 |
| eV605 | CD11c | 1:200 | N418 | Biolegend | 117333 | AB_11204262 | 2 |
| PE | Siglec-F | 1:400 | REA798 | Miltenyi Biotec | 130-112-332 | AB_2653439 | 2 |
| APC | CD11b | 1:400 | REA592 | Miltenyi Biotec | 130-109-364 | AB_2654646 | 2 |
| AF700 | Ly6G | 1:400 | 1A8 | Biolegend | 127621 | AB_10640452 | 2 |
| APC-ef780 | MHCII | 1:200 | M5/114.15.2 | BD | 47-5321-80 | AB_1548792 | 2 |
| Zombie UV | FVD | 1:4000 |  | Biolegend | 423107 |  | 1,2.3 |
| BUV737 | CD4 | 1:1000 | RM4-5 | BD | 612844 | AB_2870166 | 3 |
| Pacific Blue | GzmB | 1:200 | GB11 | Biolegend | 515407 | AB_2562195 | 3 |
| PE-Cy7 | IFNg | 1:250 | XMG1.2 | eBioscience | 25-7311-82 | AB_469680 | 3 |
| APC-Cy7 | CD45 | 1:1000 | 30-F11 | BD | 561037 | AB_10563075 | 3 |

*Panel 1 – lymphoid, panel 2 – myeloid, panel 3 - cytokine

**Table S3. Hazard ratios (HR) for chemo-immunotherapy combinations in AB1 and AE17.**

| **AB1** | | | | | | |
| --- | --- | --- | --- | --- | --- | --- |
| **Chemotherapy** | **Best mono** | **HR Chemo vs PBS** | **HR ICB vs PBS** | **HR Combo vs PBS** | **HR Combo vs best mono** | **Additive Index** |
| 5-FU | ICB | 0.243 | 0.216 | 0.0372 | 0.101 | 0.578 |
| Cisplatin | Cisplatin | 0.179 | 0.690 | 0.204 | 0.610 | 0.335 |
| Pemetrexed | Pemetrexed | 0.455 | 0.690 | 0.313 | 0.692 | 0.616 |
| Doxorubicin | Doxorubicin | 0.326 | 0.690 | 0.177 | 0.845 | 0.608 |
| Bleomycin | Bleomycin | 0.243 | 0.188 | 0.218 | 0.845 | 0.786 |
| Cyclo | Cyclo | 0.103 | 0.209 | 0.103 | 0.895 | 0.792 |
| Irinotecan | ICB | 0.684 | 0.209 | 0.187 | 0.979 | 0.294 |
| Gemcitabine | Gemcitabine | 0.179 | 0.222 | 0.288 | 1.15 | 0.886 |
| Docetaxel | ICB | 0.247 | 0.209 | 0.223 | 1.48 | 0.768 |
| Vinorelbine | Vinorelbine | 0.088 | 0.222 | 0.236 | 3.65 | 0.925 |
| Etoposide | Etoposide | 0.089 | 0.222 | 0.179 | 4.08 | 0.869 |
| **AE17** | | | | | | |
| **Chemotherapy** | **Best mono** | **HR Chemo vs PBS** | **HR ICB vs PBS** | **HR Combo vs PBS** | **HR Combo vs best mono** | **Additive Index** |
| Cyclo | Cyclo | 0.220 | 0.522 | 0.206 | 0.244 | 0.460 |
| Cisplatin | Cisplatin | 0.340 | 0.741 | 0.241 | 0.286 | 0.378 |
| 5-FU | 5-FU | 0.192 | 0.331 | 0.192 | 0.308 | 0.478 |
| Etoposide | ICB | 0.522 | 0.522 | 0.300 | 0.391 | 0.416 |
| Bleomycin | Bleomycin | 0.374 | 0.522 | 0.411 | 0.760 | 0.515 |
| Gemcitabine | ICB | 0.409 | 0.331 | 0.283 | 0.930 | 0.542 |
| Doxorubicin | ICB | 0.409 | 0.331 | 0.439 | 1.07 | 0.698 |
| Irinotecan | Irinotecan | 0.481 | 0.501 | 0.478 | 1.14 | 0.256 |
| Vinorelbine | Vinorelbine | 0.813 | 0.501 | 1.78 | 1.96 | 1.23 |
| Pemetrexed | Pemetrexed | 1.24 | 0.501 | 2.46 | 2.26 | 1.50 |

**HR Combo vs best mono is the chemo-immunotherapy combination treatment compared to best performing monotherapy calculated from survival analysis

**Figure S1**. **Gating strategies for flow cytometry analysis of myeloid and lymphoid panels.** A) Parent gating for both lymphoid and myeloid panels. B) Gating for myeloid subsets from CD45^+^ cells. Neutrophils: CD11b^+^Ly6C^+^Ly6G^+^; Inflammatory monocytes: CD11b^+^Ly6G^-^Ly6C^hi^; Resident monocytes: CD11b^+^Ly6G^-^Ly6C^lo^; Macrophages: CD11b^+^Ly6C^-^ MHCII^+^CD11c^-^; Conventional dendritic cells: CD11b^+^Ly6C^-^ MHCII^+^CD11c^+^; Plasmacytoid dendritic cells: CD11b^-^Ly6C^+^ MHCII^+^CD11c^+^. C) Gating for lymphoid subsets from CD45^+^ cells. ICOS and Ki67 expression were analyzed on CD335^+^; CD8^+^, CD4^+^Foxp3^-^ & CD4^+^Foxp3^+^ T cells.

**Figure S2. Survival plots of AB1 bearing mice treated with chemo-immunotherapy**. ICB: immune checkpoint blockade therapy (anti-CTLA-4, anti-PD-L1); Cyclo: cyclophosphamide; Gem: gemcitabine. Mantel-Cox survival test; *P < 0.05, **P<0.01,

**Figure S3.** **Survival plots of AE17 bearing mice treated with chemo-immunotherapy**. ICB: immune checkpoint blockade therapy (anti-CTLA-4, anti-PD-L1); Cyclo: cyclophosphamide; Gem: gemcitabine. Mantel-Cox survival test; *P < 0.05, **P ≤ 0.01

**Figure S4. Flow cytometry and bulk RNAseq analysis on additive chemo‑immunotherapies.** A) Representative tumor growth curves (left) and tumor sizes at harvest (right) of AB1/AB1-HA tumor bearing mice for flow cytometry and bulk RNAseq analysis. Data shown as mean ± SD, n = 5 per group. Harvest occurred 2 days after the last dose of anti-PD-L1 therapy. B-D) Frequencies of CD8^+^, CD4^+^Foxp3^-^ and CD4^+^Foxp3^+^ T cells in DLNs (B) and spleens (C), and their activation status (ICOS^+^Ki67^+^) in spleens (D) of chemo/immunotherapy treated mice. Data shown as mean ± SD, flow cytometry data is summary of two independent experiments (n=6 per group). Mann-Whitney U tests corrected for multiple comparisons; *P < 0.05, **P ≤ 0.01.

**Figure S5. 5-FU chemotherapy depletes neutrophils and inflammatory monocytes in DLNs, spleens and tumors.** A) Representative FAC plots of CD45^+^CD11b^+^Ly6C^+^ cells expressing Ly6C and Ly6G in chemo-immunotherapy treated spleens. Gates on the FACS plots represent neutrophils (Ly6C^+^Ly6G^+^), inflammatory monocytes (Ly6C^hi^Ly6G^-^) and resident monocytes (Ly6C^lo^Ly6G^-^). B) Dot plots representing frequencies of neutrophils, inflammatory and resident monocytes of spleens from chemo-immunotherapy groups. Data shown as mean ± SD, summary of two independent experiments (n = 6 per group). Mann-Whitney U tests corrected for multiple comparisons; *P <0.05, **P ≤ 0.01, ***P ≤ 0.001.

**Figure S6. Combination chemo-immunotherapy increases tumor infiltration of CD8^+^ and CD4^+^ helper T cells and decreases CD4^+^ regulatory T cells.** A-B) Frequencies of CD8^+^, CD4 Helper (CD4^+^Foxp3^-^) and regulatory T cells (T_regs_; CD4^+^Foxp3^+^) in chemo-immunotherapy treated tumors analyzed by flow cytometry (A) and CIBERSORTx (B)**.** C) Frequencies of neutrophils, inflammatory monocytes and resident monocytes in chemo-immunotherapy treated tumors analyzed by flow cytometry. D) Proportion of monocytes analysed by CIBERSORTx in chemo-immunotherapy treated tumors. No neutrophils were found in CIBERSORTx analysis. Data shown as mean ± SD, flow cytometry data is summary of two independent experiments (n = 6 per group), RNAseq data is one experiment (n = 5 per group, except PBS and cisplatin n = 4 per group). Mann-Whitney U tests corrected for multiple comparisons; *P < 0.05, **P ≤ 0.01

**Figure S7**. **Granzyme B and IFN𝛾 expression on CD8 T cells after chemo-immunotherapy.** A-B) Frequency (left) and number (right) of CD8^+^GzmB^+^ T cells (A) and CD8^+^IFN𝛾^+^ T cells (B) in draining lymph nodes (DLN; top) and tumors (TUM; bottom) after chemotherapy and/or ICB. C) Representative FACs plot of CD8^+^ T cells from an ICB treated tumor expressing GzmB (top) and IFN𝛾 (bottom). GzmB: granzyme B; DLN: draining lymph node; TUM: tumor. **P<0.01.

**Figure S8.** **Additive chemo-immunotherapies upregulate immune related pathways in the tumor microenvironment.** A) Unsupervised hierarchical clustering of the top 200 differentially expressed genes from cisplatin+ICB treatment groups. B) Downregulated Reactome pathways in 5-FU+ICB compared to ICB treated tumors. C) Top 10 upregulated Reactome pathways in 5-FU+ICB when compared 5-FU. D-E) Top 10 upregulated KEGG (D) and Reactome (E) pathways in cisplatin+ICB compared to cisplatin alone. Multiple comparisons corrected using Bonferonni-Hochberg method. Significance denoted by P<0.05. D) GSEA displaying top hallmark gene sets significantly (q < 0.25) enriched in cisplatin+ICB compared to cisplatin, 5-FU+ICB compared to 5-FU and 5-FU+ICB compared to ICB. For each GSEA plot, a positive normalized enrichment score (NES) indicates that specific gene set is enriched in the combination chemo-immunotherapy treated tumor compared to the monotherapy. CIS+ICB, cisplatin+ICB; CIS, cisplatin; B-H, Bonferonni-Hochberg.

How the deposited data were processed for this re-analysis (not part of the article)

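RNA was measured in 28 subcutaneous AB1-HA tumors, 4 to 5 per treatment, each from a different mouse. The authors mapped the reads to GRCm38/mm10 transcripts with kallisto, summarised them to genes with tximport and deposited the estimated counts, without normalization, as 2 matrices that share the PBS and ICB tumors. Of the values, 23.7% were not whole numbers, and they were rounded before the tests. Each matrix had 55341 gene names, 55315 of which were found in the GENCODE M21 annotation. Another 26 had been turned into dates and could not be assigned to a gene for certain. The paper's methods remove transcripts with low counts, but 18393 of the genes had 0 counts in every tumor. The sample labels gave the groups and the replicate numbers, and no sequencing or library batch.

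The total counts per tumor had a median of 28797552. At this depth the 95% Wilson interval of a share of the counts, such as the mitochondrial share, was at most 0.0285 percentage points wide, which covers counting error and not the spread between tumors. Values of 3 counts or fewer were treated as the floor. No named gene had a group in which every tumor was at or under it, so no fold change had to be given as a lower bound.

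The scripts ran in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, vegan 2.7.1 and fgsea 1.28.0. Each matrix was filtered by group with filterByExpr, normalized by TMM and fitted with glmQLFit, with all of its groups in the model and no covariate. The comparison of 5-FU with cisplatin, and of the combinations with each other, used all 6 groups joined, since the shared tumors had identical values. The interaction of a chemotherapy with ICB was the effect of the combination against ICB minus that of the chemotherapy against PBS. Standard errors of log2 fold changes were derived from the F statistic. DESeq2's Wald test was run on every gene with a count, with its own size factors and independent filtering.

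Gene lists for 8 processes and 10 cell types stood in for the KEGG, Hallmark, IPA, LINCS and CIBERSORTx resources, which were not used here. They were tested with camera at an inter-gene correlation of 0.01 and, as means of log2 CPM per tumor with a prior count of 2, with two-sided exact permutation tests of the difference of means. Reactome pathways came with fgsea. Those with 10 to 500 tested genes were compared with the DEGs by one-sided Fisher's exact tests, against the tested genes that are in any pathway. The clustering used the 200 DEGs with the largest SD, and the variance shares used adonis2 on all filtered genes. The p-values of genes, lists and pathways were adjusted by the Benjamini-Hochberg method. Genes named in the text encode proteins the paper names, belong to a list, or are among the 3 DEGs in each direction with the largest change, a mean count of at least 50 and no overlap between the groups. Any other is marked where it stands.

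The procedure was tested on simulated data with 17916 genes, of which 200 were given a log2 change of 2, at the group sizes of the study. EdgeR called 90.5% of the changed genes, and 4.23% of its calls were unchanged genes. For DESeq2 the values were 92.5% and 11.9%. In a simulated comparison with no changed gene, edgeR made 0 calls. The simulation took the spread of each gene from edgeR's trend, kept unchanged genes equal in all groups and left out genes at low levels when choosing changed ones. It held no tumor that stood apart from its group. These rates need not hold for the real comparisons, where single tumors moved the counts of DEGs.

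The alternatives were set before the data were examined, except for the scaling of marker lists to Ptprc. They covered DESeq2 in place of edgeR, DESeq2's size factors in place of TMM, no filter or a minimum of 10 counts in every tumor, the replicate number as a block, no fold change threshold, unadjusted p-values, a model of the compared groups alone, each tumor left out in turn, fry in place of camera, the median in place of the mean of a list, a prior count of 0.5, other gene sets and distances for the clustering, and another background for the pathways. The flow cytometry, the survival data and the read files were not analysed here.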

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

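The tests of library depth, of monocyte and neutrophil markers and of the other lists for cisplatin+ICB replicate 1, of skeletal muscle RNA for 5-FU+ICB replicate 5 and of mesothelial markers for cholesterol biosynthesis were chosen only after those results were seen. All other tests in this part were set down before their results were seen. Single tumors were singled out where the gap between the highest or lowest tumor of a group and its nearest neighbor, divided by the range of the group, was above Dixon's 95% critical value. Chance alone does this in about 1 group of 20. Among 269 sets of values, a tumor stood out in 23, where chance gives 13.5, and some tumors did so more than once. These came mostly from properties of the libraries, with 12 in 36 sets (1.80 by chance). The lists gave 5 in 138 (6.90 by chance) and the named genes 6 in 95 (4.75 by chance), about what chance gives.

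Cisplatin+ICB replicate 1 stood out from the other cisplatin+ICB tumors most often. It had the fewest genes with counts (23719), the lowest TMM factor (0.685), the lowest mitochondrial share (1.03%), and the highest shares of ribosomal protein genes (14.5%) and of an rRNA repeat (0.415%) in its group. Its Bnip3 was the highest of the group at a log2 CPM of 10.28. Library depth was ruled out, since its total of 27570127 counts lay within the 23541733 to 33950805 of the other tumors. Transcript length and GC content explained 14.4% of its deviation from its group, more than in any other tumor (at most 11.1%, median 2.09%), so a bias of the library may contribute a part. Its mean correlation was -0.326 with the other cisplatin+ICB tumors, 0.402 with the PBS and 0.294 with the cisplatin tumors. The difference between its own group and the closest one, -0.728, is what a mislabelled tumor could give, and equally what a tumor that responded poorly to ICB could give. Against a PBS or cisplatin tumor under a wrong label, its monocyte markers had a mean log2 CPM of 6.41, where PBS tumors reached at most 4.24 and cisplatin tumors 5.36. Its neutrophil markers were at 2.99 (at most 1.17 and 1.78), so both lay above these groups by at least 1.06. Its ribosomal protein share was also above theirs (at most 8.70% and 6.92%). Of 23 lists, these 2 included, 7 lay above every PBS and cisplatin tumor in this tumor, among them the HIF-1 target genes (5.88), the cytotoxic effector genes (3.59) and the lysosomal genes (8.43). Another 11 lay within the range of those tumors, among them the CD8 T cell markers (1.41), the T cell receptor signaling genes (1.94) and the IFNγ response genes (5.71), and 5 lay below it, among them the regulatory T cell markers (1.53) and the dendritic cell markers (1.37). The lists outside the range thus speak against a wrong label without ruling it out. A poor response to ICB and a bias of the library also remain as candidate explanations, and the tumor was kept.

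The mitochondrial share was 16.1% in 5-FU+ICB replicate 5 and 6.80% in 5-FU replicate 3, each the highest of its group. Skeletal muscle, rich in mitochondria, was tested as a source. The mean log2 CPM of 10 muscle genes ranked 1 among the 28 tumors in 5-FU+ICB replicate 5 (9.03, against a median of 5.80 in the rest of its group) and 3 in 5-FU replicate 3 (7.12 against 6.57). A candidate explanation is skeletal muscle RNA from beside the tumor, weaker for 5-FU replicate 3, and no biological explanation was tested. ICB replicate 3 had a higher mean of the muscle genes (8.35) than 5-FU replicate 3, but a lower mitochondrial share (4.59%). Skeletal muscle RNA alone may thus not account for the share of 5-FU replicate 3. 5-FU+ICB replicate 5 also had the highest ribosomal protein share (6.31%), rRNA repeat share (0.148%) and Fgf23 (log2 CPM 5.31) and the lowest Gzmf (-1.09) of its group, for which no cause was tested.

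PBS replicate 1 had the highest share of the rRNA repeat in its group, 5.95%. Leaving the repeat gene out gave 6771 DEGs between ICB and PBS, of which 6770 were also DEGs with the gene kept, and moved no log2 fold change by more than 0.000251. This covers the scaling of the counts and no other difference of that library. Cisplatin replicate 1 had the highest TMM factor (1.15) and mitochondrial share (2.76%) of its group, for which no explanation was tested.

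Of the lists, the lowest tumor of its group stood out for glycolytic enzymes in ICB replicate 1 (mean log2 CPM 8.19), lysosomal genes in cisplatin+ICB replicate 3 (7.90), NK cell markers in ICB replicate 4 (2.62), skeletal muscle markers in 5-FU replicate 2 (-0.19) and keratinocyte markers in PBS replicate 3 (-2.59). Of the genes, the remaining ones were Il1b in PBS replicate 2 (log2 CPM 5.62, the highest of the group), Il6 in ICB replicate 2 (1.52, the highest) and Fosb in 5-FU replicate 1 (4.45, the lowest). No explanation was tested for these, whose number is near what chance gives.

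The effect of 5-FU differed with and without ICB for 16 genes in the interaction test, 2 positive and 14 negative, and the paper does not report an interaction. Among them Nos2 had an interaction of -4.36 (standard error 0.80), Cd274 of -2.62 (standard error 0.43) and Nsdhl of 1.48 (standard error 0.26) on the log2 scale. With each tumor left out in turn, Nos2 passed in 4, Cd274 in 6 and Nsdhl in 4 of 19 fits, and with the replicate number as a block 0 genes passed. With DESeq2's Wald test there were 867 positive and 675 negative, so the balance of directions was not fixed. Of 100 regroupings of the tumors within replicate numbers, the real one included, 2 gave as many genes (largest other count 21). With cisplatin the interaction test gave 0 genes, 1232 at an unadjusted p-value under 0.05, and 25 of 100 regroupings gave as many of these. The regroupings also move the main effects of the treatments, so they are a conservative test.

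The IFNγ response genes showed the same pattern. Their mean log2 CPM in the combination fell short of the sum of the single effects, with an interaction of -1.51 for 5-FU and -1.17 for cisplatin, both past the threshold in limma's camera. Regrouping gave as large a value in 13 of 100 cases for 5-FU and 31 of 100 for cisplatin. The regroupings carry the difference between ICB and PBS (2.69) into the other groupings, so this test is conservative and by itself leaves chance open. With each tumor left out in turn the interaction was from -1.75 to -1.27 for 5-FU and from -1.38 to -0.77 for cisplatin. With adjustment over the list alone, 16 and 1 of 20 genes had a negative interaction that passed. On the linear scale the mean CPM over the list was 90.7 in PBS, 480 in ICB, 231 in 5-FU and 445 in 5-FU+ICB tumors, a shortfall of -175, and the shortfall for cisplatin was -191, so the log scale does not account for it. With skeletal muscle markers as a covariate the interaction was -1.51 for 5-FU and -1.26 for cisplatin, and with the trend in transcript length and GC content removed -1.35 and -1.04. With Ptprc as a covariate, for leukocyte content, it was -1.19 for 5-FU but -0.25 for cisplatin. Leukocyte content may thus explain most of the cisplatin interaction. For 5-FU a hypothesis is a response that saturates when ICB is present.

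The paper does not discuss cholesterol biosynthesis, whose genes were lower in 5-FU tumors, with a difference in mean log2 CPM of -1.60 from PBS and -1.32 from cisplatin tumors. Against PBS the difference was -1.52 with skeletal muscle markers as a covariate, -1.70 after removal of the trend with transcript length and GC content, and -1.53 with Ptprc as a covariate for leukocyte content, so it stayed close to its value in each. The correlation with Ptprc within groups was -0.197, so this covariate could remove little, and leukocyte content is not ruled out. It was not specific to 5-FU, since 19 of the 21 genes were lower DEGs in ICB, 20 in 5-FU+ICB and 20 in 5-FU tumors against PBS. In the interaction test of 5-FU, 20 of the 21 genes were positive with adjustment over the list alone, and 2 over all genes. Their fall in the combination was thus smaller than the sum of the single effects. For cisplatin, 0 of the genes had an interaction that passed. In cisplatin tumors the mean differed from PBS by -0.29. The mesothelial markers of the tumor cells were not lower with 5-FU than in PBS tumors (difference in mean log2 CPM 0.41). They are 3 genes at low levels, so they cannot rule out a lower share of tumor cells. A lower share of tumor cells, leukocyte content and a response of the cells to the treatments remain as hypotheses.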

How the results depend on the processing

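The counts of DEGs and of Reactome pathways moved more often with the processing than the lists, genes and clustering did, but each kind was judged by its own rule. Under other settings, 38 of 103 counts of DEGs and 13 of 24 counts of pathways moved by more than the factor allowed for a match. The cause was not tested. DESeq2's Wald test in place of edgeR gave 327 for 5-FU+ICB against ICB, 539 for 5-FU+ICB against 5-FU, 4 for cisplatin against PBS, 2156 for cisplatin+ICB against PBS, 52 for cisplatin+ICB against ICB, 783 for cisplatin+ICB against cisplatin, 663 for 5-FU against cisplatin, 1620 for 5-FU+ICB against cisplatin+ICB, 1542 for the 5-FU interaction and 1 for the cisplatin interaction. Counting genes at an unadjusted p-value under 0.05 gave 1417 for 5-FU+ICB against ICB, 2399 for 5-FU+ICB against 5-FU, 275 for cisplatin against PBS, 3411 for cisplatin+ICB against PBS, 2469 for cisplatin+ICB against ICB, 2120 for cisplatin+ICB against cisplatin, 2532 for 5-FU against cisplatin, 4202 for 5-FU+ICB against cisplatin+ICB, 3858 for the 5-FU interaction and 1232 for the cisplatin interaction. Without a filter on low counts there were 2469 for 5-FU against PBS, 17 for 5-FU+ICB against ICB, 1 for 5-FU+ICB against 5-FU, 624 for cisplatin+ICB against PBS and 25 for 5-FU against cisplatin, and with at least 10 counts in every tumor 23 for 5-FU+ICB against ICB and 48 for the 5-FU interaction. A model of only the compared groups gave 0 for 5-FU+ICB against ICB, 0 for 5-FU+ICB against 5-FU, 0 for cisplatin+ICB against PBS, 943 for 5-FU against cisplatin and 0 for 5-FU+ICB against cisplatin+ICB, and DESeq2's size factors in edgeR gave 0 for 5-FU+ICB against 5-FU. For 5-FU against PBS, edgeR called more lower than higher DEGs, but more higher than lower ones with DESeq2's size factors (1945 higher and 1890 lower), without a filter (1358 higher and 1111 lower) and in a model of only these groups (2141 higher and 1753 lower), as did DESeq2's test (2645 higher and 2211 lower). For 5-FU against cisplatin the balance turned in the same way with DESeq2's test (487 higher and 176 lower) and in a model of only these groups (509 higher and 434 lower). At an unadjusted p-value under 0.05 it turned for both, with 2990 higher and 2925 lower against PBS and 1611 higher and 921 lower against cisplatin. For 5-FU+ICB against ICB, edgeR called 12 higher and 29 lower DEGs. There the balance turned with DESeq2's test (172 higher and 155 lower) and at an unadjusted p-value under 0.05 (881 higher and 536 lower). For the 5-FU interaction the balance turned with DESeq2's test (867 positive and 675 negative) and at an unadjusted p-value under 0.05 (2294 positive and 1564 negative). The replicate number as a block gave 8 for 5-FU+ICB against ICB, 0 for 5-FU+ICB against 5-FU, 95 for cisplatin+ICB against PBS, 5 for 5-FU against cisplatin and 0 for the 5-FU interaction. Tumors with the same number did not resemble each other, with a mean correlation of 0.0194 over 27 pairs in the matrix of the 5-FU groups, -0.0480 over 25 in that of the cisplatin groups and -0.0112 over 66 in the joined one, so the numbers do not mark pairs.

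Single tumors moved the counts as well. With each tumor left out in turn, the number of DEGs ranged from 1436 to 4741 (9 fits) for 5-FU against PBS, from 1 to 83 (10 fits) for 5-FU+ICB against ICB, from 0 to 1948 (10 fits) for 5-FU+ICB against 5-FU, from 0 to 6277 (9 fits) for cisplatin+ICB against PBS, from 0 to 2114 (9 fits) for cisplatin+ICB against cisplatin, from 1 to 77 (9 fits) for 5-FU against cisplatin, from 1 to 2146 (10 fits) for 5-FU+ICB against cisplatin+ICB and from 0 to 1698 (19 fits) for the 5-FU interaction. The highest count for cisplatin+ICB, against PBS and against cisplatin, came without cisplatin+ICB replicate 1. For ICB against PBS and 5-FU+ICB against PBS no fit without one tumor and no other alternative moved the count by more than the factor allowed for a match.

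Of the values of lists, 210 of 225 under other settings and 386 of 401 with a tumor left out kept their direction and side of the threshold. Passing was judged by camera for process lists, except for the median, and by the exact permutation test otherwise. Camera passed 79 of 104 tests in the main setting, and 0 of 110 tests of cell lists passed. Keeping a side was thus partly set by the test, and does not rank lists against counts of DEGs. Without the filter the glycolytic enzymes passed for 5-FU+ICB against PBS (-0.091) and ICB against PBS (0.45), and their interaction with 5-FU changed sign (-0.043). Fry in place of camera also let both pass (-0.16 and 0.37). Fry no longer passed the T cell receptor signaling genes for 5-FU+ICB against 5-FU (1.65) and 5-FU against PBS (1.61), the cytotoxic effector genes for 5-FU against PBS (1.09), the NF-κB response genes for 5-FU+ICB against 5-FU (0.47) and the cisplatin interaction of the IFNγ response genes (-1.17). With the median over a list, the HIF-1 target genes for ICB against PBS (0.30) and the IFNγ response genes for 5-FU+ICB against 5-FU (0.98) no longer passed, and the NF-κB response genes for 5-FU+ICB against ICB changed sign (-0.024). The glycolytic enzymes ranged from -0.21 to -0.086 across the 9 fits that each left out one tumor for 5-FU+ICB against PBS and from 0.32 to 0.42 across the 9 fits that each left out one tumor for ICB against PBS, and the HIF-1 target genes from 0.46 to 0.61 across the 9 fits that each left out one tumor for ICB against PBS. Signs changed for the 5-FU interaction of the HIF-1 target genes (from -0.16 to 0.052 across the 19 fits that each left out one tumor), the NF-κB response genes for 5-FU+ICB against ICB (from -0.15 to 0.19 across the 10 fits that each left out one tumor, 5 of them negative) and the CD8 T cell markers for 5-FU+ICB against ICB (from -0.32 to 1.00 across the 10 fits that each left out one tumor, 3 of them negative). Relative to Ptprc, a scaling chosen after seeing the data, the difference between 5-FU+ICB and PBS was 0.41 for the regulatory T cell markers and -0.65 for the monocyte markers, whose sign changed.

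Over 51 fold changes of named genes, 155 of 201 values under other settings kept their call, 38 no longer passed, 7 newly passed and 1 changed sign, Il1b for 5-FU+ICB against 5-FU with the replicate number as a block (0.019). DESeq2 let 5 genes newly pass, and 17 no longer passed in a model of only the compared groups. With a tumor left out, 363 of 518 values kept their call, 143 no longer passed, 10 newly passed and 2 changed sign, Arnt (from -0.027 to 0.13 across the 10 fits that each left out one tumor) and Il1a (from -0.82 to 0.20 across the 10 fits that each left out one tumor), both for 5-FU+ICB against ICB.

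With DEGs from DESeq2, the number of higher Reactome pathways was 91 for 5-FU against PBS, 6 for 5-FU+ICB against ICB, 16 for 5-FU+ICB against 5-FU, 37 for cisplatin+ICB against ICB, 35 for cisplatin+ICB against cisplatin and 10 for 5-FU against cisplatin. The number of lower ones was 6 for 5-FU+ICB against ICB, 1 for 5-FU+ICB against 5-FU, 3 for cisplatin+ICB against cisplatin and 8 for 5-FU against cisplatin. With all tested genes as the background, 114 pathways were higher for 5-FU against PBS, and 3 and 8 were lower for 5-FU+ICB against ICB and for 5-FU against cisplatin. The adjusted Rand index was -0.0556 in the matrix of the 5-FU groups and 0.150 in that of the cisplatin groups with the correlation distance, and -0.0321 and 0.270 with the 200 most variable of all genes. It ranged from -0.0224 to 0.410 across the 19 fits that each left out one tumor of the 5-FU groups and from 0.558 to 0.764 across the 15 fits of the cisplatin groups. Without PBS replicates 1, 3 or 4 there were no DEGs to cluster in the latter. The share of variance of the 5-FU interaction was 3.69% over the 500 most variable genes, where ICB went with 14.0% and 5-FU with 14.3%.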

Differences from the paper's values

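Between 5-FU+ICB and ICB the paper's number of DEGs is 330 and edgeR's was 41. Between cisplatin+ICB and ICB the paper's is 55 and edgeR's was 0, with 2469 genes at an unadjusted p-value under 0.05. Between cisplatin+ICB and cisplatin the paper's is 779 and edgeR's was 0, with 2120 genes at an unadjusted p-value under 0.05. Between 5-FU+ICB and 5-FU the paper's is 536 and edgeR's was 2. Of the alternatives set before the data were examined, DESeq2's Wald test, the tool the paper's methods name, closed all 4 gaps, with 327, 52, 783 and 539 DEGs in this order. Leaving out a tumor closed it in 1 fit each for the comparisons with chemotherapy. Without cisplatin+ICB replicate 3 edgeR called 536 DEGs against cisplatin, and without 5-FU replicate 3 it called 640 between 5-FU+ICB and 5-FU. The other alternatives set before the data were examined did not close the gaps: DESeq2's size factors in edgeR, no filter or a stricter filter on low counts, the replicate number as a block, no fold change threshold, unadjusted p-values, a model of only the compared groups and the other fits that left out one tumor.

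The paper's Results describe the hypoxia and glucose metabolism genes as lower in 5-FU+ICB than in ICB tumors, and its Discussion as lower than with monotherapy, without naming which. They were lower than in ICB tumors, but higher than in 5-FU tumors, by a mean log2 CPM of 0.44 for the glycolytic enzymes and 0.45 for the HIF-1 target genes. With DESeq2's DEGs, the Reactome pathway Glycolysis was among those higher in 5-FU+ICB than in 5-FU tumors, with 6 of 25 genes. For the cisplatin+ICB DEGs against ICB the paper names no shared pathway, while 37 Reactome pathways passed on DESeq2's higher DEGs, which rested on 4 genes. Glycolysis among the pathways lower than with ICB, and the immune pathways higher than with each chemotherapy, passed with DESeq2's DEGs and not with edgeR's.

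In the paper regulatory T cells and monocytes are less frequent in 5-FU+ICB than in PBS tumors. The RNA of their marker genes was higher, by a mean log2 CPM of 2.33 for regulatory T cells and 1.27 for monocytes, in the whole tumor and not per leukocyte. Neither difference passed the exact permutation test after adjustment. With adjustment over all genes, 4 of 4 regulatory T cell and 2 of 4 monocyte markers were higher DEGs. Whether other cells, such as the CD8 T cells whose markers also rose, express these genes was not examined. Relative to Ptprc, which was chosen after seeing the values, the monocyte markers were lower (-0.65) and the regulatory T cell markers were not (0.41).

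The paper describes clusters in which ICB, alone or with chemotherapy, drives the separation and 5-FU tumors stand apart from PBS tumors. In the matrix of the 5-FU groups the top branches did not follow ICB (adjusted Rand index 0.0863, and at most 0.410 with one tumor left out), and 3 of 5 5-FU tumors and 3 of 5 ICB tumors shared a branch with the PBS tumors. In the matrix of the cisplatin groups the index was 0.581, and 0.150 with the correlation distance. Over all tested genes, ICB went with more of the variance than chemotherapy in both matrices (21.1% against 13.5%, and 24.4% against 5.02%). Over the 500 most variable genes this order held for cisplatin (27.6% against 5.47%). It did not hold for 5-FU, where ICB went with 14.0% and chemotherapy with 14.3%. Among the regulators the paper names as activated, the RNA of Il1b was lower in 5-FU+ICB than in 5-FU tumors (log2 fold change -0.30) and lower than in ICB tumors (-0.77), neither a DEG. Activation is scored from target genes and need not follow the RNA of the regulator.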

Other observations

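No test in this part was chosen only after the result it measures was seen. Each count of DEGs was set beside the counts from other splits of the same tumors into groups of the same sizes. The compared splits part as many tumors with the same replicate number as the real one, and differ from it only in which tumor of a number stands in which group. This leaves at most 16 splits, so the smallest share they can give is above 0.05. The real split is included in each number. As many DEGs came from 1 of 16 for ICB against PBS (largest other count 0), 1 of 16 for 5-FU against PBS (largest other count 1), 1 of 16 for 5-FU+ICB against PBS (largest other count 4075), 2 of 16 for 5-FU+ICB against ICB (largest other count 1796), 2 of 16 for 5-FU+ICB against 5-FU (largest other count 13), 2 of 16 for cisplatin+ICB against PBS (largest other count 4035), 1 of 16 for 5-FU against cisplatin (largest other count 0) and 2 of 16 for 5-FU+ICB against cisplatin+ICB (largest other count 1626). For cisplatin+ICB against cisplatin, edgeR called 0 DEGs with the real split and up to 6440 with another. For cisplatin against PBS and cisplatin+ICB against ICB it called 0 with every split. Where edgeR called 0 DEGs with the real split, genes at an unadjusted p-value under 0.05 were counted, and as many came from 4 of 8 for cisplatin against PBS (largest other count 462), 4 of 16 for cisplatin+ICB against ICB (largest other count 3564) and 7 of 16 for cisplatin+ICB against cisplatin (largest other count 7792). With DESeq2's DEGs it was 3 of 16 for 5-FU+ICB against ICB (largest other count 3088), 1 for 5-FU+ICB against 5-FU (255), 3 for cisplatin+ICB against ICB (1073) and 4 for cisplatin+ICB against cisplatin (7407). Where the number is above 1, another split gave as many genes as the treatments did, and where it is 1, no other split did. With so few splits, this comparison by itself could not tell any of these counts from chance, whichever number came out.

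The lower level of glycolytic enzymes and HIF-1 target genes in 5-FU+ICB than in ICB tumors was weighed against 4 explanations. For the glycolytic enzymes the difference was -0.57 with skeletal muscle markers as a covariate, -0.58 after removal of the trend with transcript length and GC content, -0.52 with Ptprc as a covariate for leukocyte content and -0.50 with proliferation genes as a covariate. For the HIF-1 target genes the values were -0.78, -0.75, -0.70 and -0.66 in the same order. With each of the 4 the difference stayed close to its value. Within groups the correlation with Ptprc was 0.683 for the glycolytic enzymes and 0.703 for the HIF-1 target genes. Leukocyte content, as followed by Ptprc, thus did not account for the difference, nor did transcript length and GC content. For skeletal muscle and proliferation this correlation was not measured. Those covariates may have had little to remove, so neither is ruled out. Reads shared with pseudogenes of the glycolytic enzymes, and a change in tumor size or cell mix other than leukocytes and muscle, were not tested and remain open.

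The difference between 5-FU+ICB and ICB was close to the difference between 5-FU and PBS. The interaction was 0.074 for the glycolytic enzymes and -0.076 for the HIF-1 target genes, and 88 and 90 of 100 regroupings within replicate numbers gave as large a value. A hypothesis is that 5-FU lowers these genes to the same extent with and without ICB, while ICB raises the HIF-1 target genes, so that the combination may lie between its parts. The rise of the glycolytic enzymes with ICB did not pass (Benjamini-Hochberg adjusted p = 0.0517, exact permutation test). The tests of the list means found no departure from this sum. An interaction smaller than the spread between tumors could not be seen with 4 to 5 tumors per group. Of the single HIF-1 target genes, 4 had a positive and 1 a negative interaction with adjustment over the list alone, and 0 over all genes. Of the glycolytic enzymes, 0 passed in either way. The mean of the HIF-1 target genes can thus hide departures of single genes.

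Of the tumors left out in turn, cisplatin+ICB replicate 1 moved the counts of its group against PBS and cisplatin most. Without it, edgeR called 6277 DEGs against PBS and 2114 against cisplatin, where it called 1087 and 0 with all tumors, and ICB went with 40.4% of the variance in place of 24.4%. The low counts for cisplatin+ICB against PBS and cisplatin may thus come in part from 1 tumor, and why that tumor differs is left open by the data. Against ICB, edgeR called 0 DEGs with and without it.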
